# HIF1α Plays a Crucial Role in the Development of TFE3–Rearranged Renal Cell Carcinoma by Orchestrating a Metabolic Shift Toward Fatty Acid Synthesis

**DOI:** 10.1111/gtc.13195

**Published:** 2025-01-14

**Authors:** Hidekazu Nishizawa, Shintaro Funasaki, Wenjuan Ma, Yoshiaki Kubota, Kazuhide Watanabe, Yuichiro Arima, Shoichiro Kuroda, Takaaki Ito, Mitsuko Furuya, Takanobu Motoshima, Akira Nishiyama, Sally Mehanna, Yorifumi Satou, Hisashi Hasumi, Ryosuke Jikuya, Kazuhide Makiyama, Tomohiko Tamura, Yuichi Oike, Yasuhito Tanaka, Toshio Suda, Laura S. Schmidt, W. Marston Linehan, Masaya Baba, Tomomi Kamba

**Keywords:** glycolysis, HIF1α, ketone body production, lipid synthesis, metabolism, SREBP1, TFE3–rearranged renal cell carcinoma

## Abstract

Tumor development often requires cellular adaptation to a unique, high metabolic state; however, the molecular mechanisms that drive such metabolic changes in TFE3–rearranged renal cell carcinoma (TFE3‐RCC) remain poorly understood. TFE3‐RCC, a rare subtype of RCC, is defined by the formation of chimeric proteins involving the transcription factor TFE3. In this study, we analyzed cell lines and genetically engineered mice, demonstrating that the expression of the chimeric protein PRCC‐TFE3 induced a hypoxia‐related signature by transcriptionally upregulating HIF1α and HIF2α. The upregulation of HIF1α by PRCC‐TFE3 led to increased cellular ATP production by enhancing glycolysis, which also supplied substrates for the TCA cycle while maintaining mitochondrial oxidative phosphorylation. We crossed TFE3‐RCC mouse models with *Hif1α* and/or *Hif2α* knockout mice and found that *Hif1α*, rather than *Hif2α*, is essential for tumor development in vivo. RNA‐seq and metabolomic analyses of the kidney tissues from these mice revealed that ketone body production is inversely correlated with tumor development, whereas de novo lipid synthesis is upregulated through the HIF1α/SREBP1‐dependent mechanism in TFE3‐RCC. Our data suggest that the coordinated metabolic shift via the PRCC‐TFE3/HIF1α/SREBP1 axis is a key mechanism by which PRCC‐TFE3 enhances cancer cell metabolism, promoting tumor development in TFE3‐RCC.

## 1 Introduction

Renal cell carcinoma (RCC) is a heterogeneous cancer, in which 75% are clear cell RCC (ccRCC). The remainder are classified as non‐ccRCC (nccRCC), which includes papillary RCC, chromophobe RCC, TFE3–rearranged RCC (TFE3‐RCC), and other rare types of RCC (Ricketts et al. 2018). The molecular mechanisms underlying RCC are diverse. In sporadic ccRCC, 91% of cases show genetic or epigenetic alterations in the *VHL* gene (Nickerson et al. 2008). This gene encodes pVHL, a component of the E3 ubiquitin ligase. When pVHL is lost, its target proteins HIF1α and HIF2α accumulate excessively, even under normoxic conditions. This leads to abnormal activation of hypoxia signaling pathways (Shirole and Kaelin Jr. 2023). Our in‐depth understanding of the pVHL‐HIF1/2α axis in ccRCC has contributed significantly to the development of molecular‐based therapeutic strategies for advanced ccRCC cases (Choueiri and Kaelin Jr. 2020). In contrast, for nccRCC, a standardized molecular‐based therapy for advanced cases has not yet been established. TFE3‐RCC, in particular, often displays aggressive features and is associated with poor prognosis (Kauffman et al. 2014; Argani 2022). This underscores the urgent need for a deeper understanding of the molecular mechanisms of TFE3‐RCC and the development of targeted therapeutic strategies. TFE3‐RCC is defined in the 2022 WHO classification as a subtype characterized by Xp11.2 rearrangements, leading to *TFE3* gene fusions with various partner genes (Sun et al. 2021; Bakouny et al. 2022; Moch et al. 2022). The chimeric TFE3 protein encoded by these fusions exhibits constitutive transcriptional activity and oncogenic properties (Baba et al. 2019). Both our study and that of another group that expressed the chimeric TFE3 protein in mouse renal epithelial cells demonstrated the formation of TFE3‐RCC and confirmed the oncogenicity of the TFE3 fusion (Baba et al. 2019; Prakasam et al. 2024). The chimeric TFE3 proteins alter a wide range of gene expressions, including those involved in the mTORC1 pathway, E2F pathway, lysosome biogenesis, and redox signaling (Sun et al. 2021; Bakouny et al. 2022; Prakasam et al. 2024). However, the key molecule transcribed by the chimeric TFE3 protein that drives TFE3‐RCC development has yet to be identified. In this study, we have identified HIF1α and HIF2α as direct transcriptional targets of the chimeric TFE3 protein. In ccRCC, HIF1α and HIF2α play oncogenic roles by upregulating hypoxia‐responsive genes, including *HK2*, *PDK1*, *VEGF*, *PDGFB*, *TGFA*, and *CCNC*. Studies using ccRCC cell lines have reported that HIF2α, rather than HIF1α, is important for ccRCC tumorigenicity (Kondo et al. 2003), whereas a recent study using genetically engineered mice has shown that *Hif1α*, not *Hif2α*, is crucial for ccRCC formation (Hoefflin et al. 2020). In this study, we discovered that *Hif1α*, rather than *Hif2α*, plays a crucial role in TFE3‐RCC development, as shown in genetically engineered mice. Additionally, we found that SREBP1, the master regulator of lipid metabolism, is regulated by the PRCC‐TFE3/HIF1α axis. Our findings reveal a novel mechanism whereby a coordinated metabolic shift through the PRCC‐TFE3/HIF1α/SREBP1 axis enhances lipid metabolism, serving as a key step in TFE3‐RCC tumorigenesis.

## 2 Results

### 2.1 PRCC‐TFE3 Expression Upregulates the Hypoxia‐Related Signatures In Vitro and In Vivo

To investigate the downstream mechanisms regulated by the chimeric TFE3 protein, we utilized two kidney cell lines (HK2 and HEK293) that express one of the chimeric TFE3 proteins PRCC‐TFE3 in a doxycycline (Dox)‐dependent manner (Baba et al. 2019; Kurahashi et al. 2019). We performed RNA sequencing (RNA‐seq) on these cells cultured with or without doxycycline (Dox) for 24 h and compared their gene expression profiles (Figure 1A). Gene set enrichment analysis (GSEA) using hallmark gene sets (Liberzon et al. 2015) revealed several significantly enriched signatures upregulated by PRCC‐TFE3 expression (NES > 1.2, *q* value < 0.25), including mTORC1 signaling, protein secretion, and the p53 pathway. These findings confirm that PRCC‐TFE3 regulation in our data aligns with previously identified results in TFE3‐RCC (Figure S1; Sun et al. 2021; Funasaki et al. 2022; Prakasam et al. 2024). Interestingly, we observed that the hypoxia hallmark was enriched with the highest NES in both Dox (+) HK2 and Dox (+) HEK293 cells (Figures 1B and Figure S2), suggesting that the hypoxia‐related pathway is regulated by PRCC‐TFE3 expression. These results lead us to hypothesize that PRCC‐TFE3 controls hypoxia‐related pathway. The hypoxia‐related pathway is known to be regulated by the transcription factors HIF1α and HIF2α, which contribute to tumor development in various cancers including ccRCC (Kaelin Jr. and Ratcliffe 2008; Semenza 2012a). HIF1α and HIF2α are degraded under normoxic conditions through proline hydroxylation, which is recognized and ubiquitinated by the von Hippel‐Lindau (VHL) E3 ligase (Kamura et al. 1999; Stebbins, Kaelin Jr., and Pavletich 1999; Semenza 2014). Under hypoxic conditions, the activity of prolyl hydroxylase domain‐containing proteins (PHDs) is inhibited, leading to the accumulation of HIF1α and HIF2α protein (Schofield and Ratcliffe 2004; Fong and Takeda 2008; Jaakkola et al. 2001). In ccRCC, the high frequency of *VHL* mutations and 3p deletions leads to the accumulation of HIF proteins, which contribute to tumor development (Sato et al. 2013; Gossage, Eisen, and Maher 2015; Mitchell et al. 2018). We found that induction of PRCC‐TFE3 expression upregulates HIF1α and HIF2α mRNA levels in HK2 cells (Figure 1C). These expression levels further increased under hypoxia‐mimetic conditions (CoCl_2_), suggesting that the hypoxia‐related signature caused by PRCC‐TFE3 expression is regulated through the induction of HIF1α and HIF2α (Figure 1C). However, because post‐translational modifications and proteolysis are the primary regulators of HIF1/2α transcriptional activity, additional validation is needed to confirm whether the observed mRNA upregulation translates into increased HIF activity. Indeed, certain HIF1α‐ and HIF2α‐specific target genes are upregulated following PRCC‐TFE3 induction in both HK2 and HEK293 cells (Figure S3). As expected, we also observed HIF1α and HIF2α protein expression in tumors from multiple TFE3‐RCC clinical cases (Figure 1D). To further characterize PRCC‐TFE3 regulation in vivo, we analyzed gene expression profiles from our PRCC‐TFE3–expressing TFE3‐RCC mouse model (Baba et al. 2019; Funasaki et al. 2022) and confirmed that the hypoxia hallmark is enriched in the PRCC‐TFE3–expressing kidneys (Figures 1E and Figure S4). In addition, HIF1α and HIF2α expression was observed in PRCC‐TFE3–expressing tumor regions, which also contained many CD31‐positive cells, indicating hypervascularity (Figure 1F). Taken together, these results suggested that PRCC‐TFE3 modulates HIF1α, HIF2α, and hypoxia‐related signatures both in vitro and in vivo.

**FIGURE 1:**
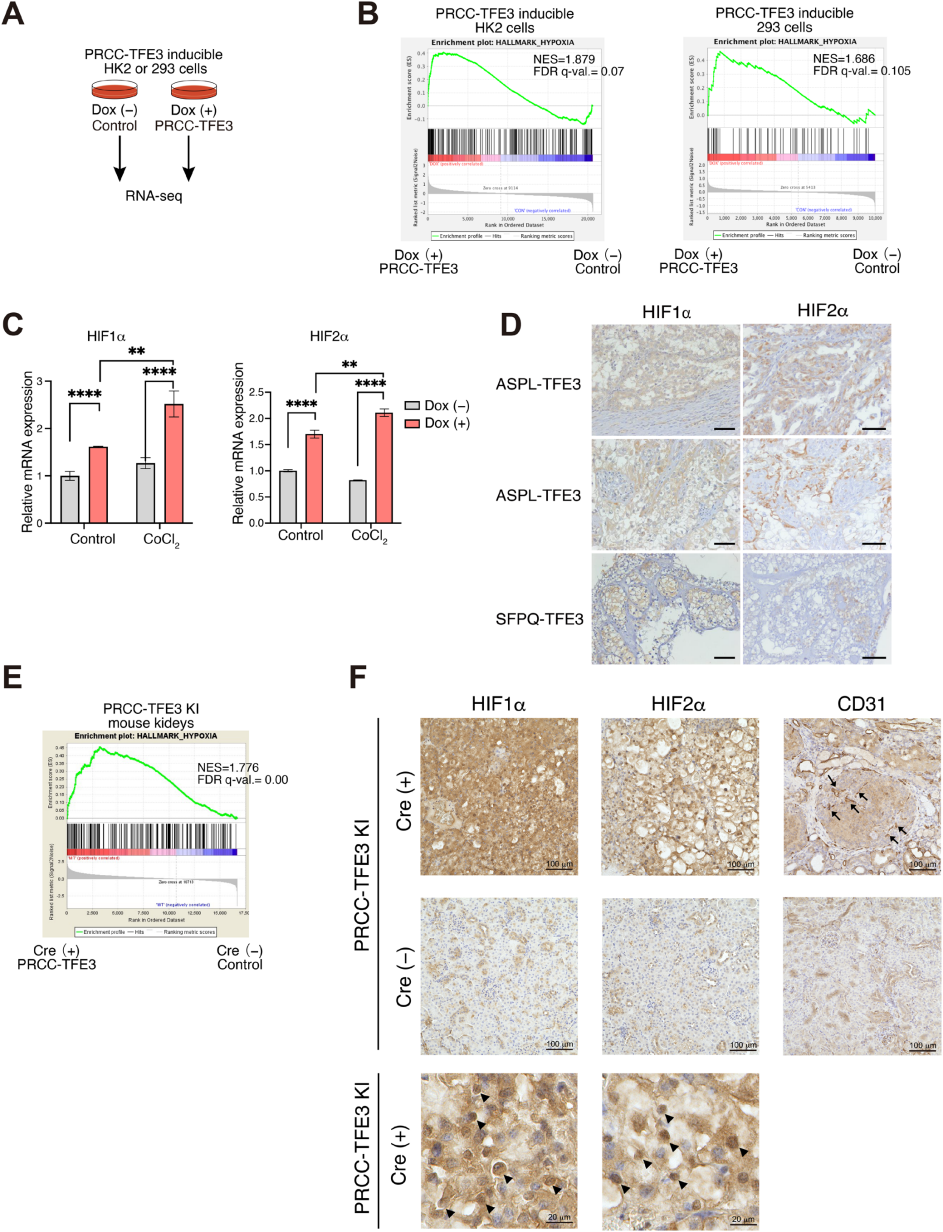
PRCC‐TFE3 expression upregulates hypoxia‐related signatures in vitro and in vivo. (A) RNA‐seq data acquisition using the PRCC‐TFE3–inducible HK2 or HEK293 cell system in a doxycycline (Dox)‐inducible manner. Cells were cultured with or without Dox for 24 h, followed by RNA extraction and gene expression analysis. (B) GSEA plots of differentially expressed genes comparing PRCC‐TFE3–expressing (Dox+) and control (Dox−) cells showed an enrichment of the hypoxia hallmark in both HK2 and HEK293 cells. (C) RT‐qPCR analysis showing HIF1α and HIF2α mRNA levels in PRCC‐TFE3–inducible HK2 cells with or without Dox treatment for 24 h. CoCl₂ treatment (100 μM) was used to simulate hypoxic conditions (*n* = 3). (D) Immunohistochemistry for HIF1α and HIF2α in human TFE3‐RCC samples. Scale bars = 50 μm. (E) GSEA plots of differentially expressed genes comparing PRCC‐TFE3–expressing (Cre+) and control (Cre−) kidneys at 8 months old from the *PRCC‐TFE3* KI mouse model reveal an enrichment for the hypoxia hallmark. (F) Representative staining of HIF1α, HIF2α, and CD31 in kidneys at 8 months from the *PRCC‐TFE3* KI mouse model with or without Cre. Scale bars = 100 μm. Scale bars (magnified images) = 20 μm. Data are means ± SD. *p < 0.05, **p < 0.01, and ****p < 0.0001 (two‐way ANOVA followed by the Sidak post hoc test).

### 2.2 PRCC‐TFE3 Directly Binds to the Promoters of *HIF1α* and *HIF2α* , Regulating Their Expression

Next, we investigated the mechanisms by which PRCC‐TFE3 regulates HIF1α and HIF2α expression. Chromatin immunoprecipitation sequencing (ChIP‐seq) using hemagglutinin (HA) tag antibodies revealed binding peaks of HA‐PRCC‐TFE3 in the promoter regions of *HIF1α* and *HIF2α* (Figure 2A), indicating that PRCC‐TFE3 directly controls their transcription. The MiTF/TFE family of transcription factors has been shown to interact with M‐box DNA sequences (TCAYRTGA) within its transcriptional target genes (Napolitano and Ballabio 2016; Slade and Pulinilkunnil 2017). We identified three M‐boxes in the promoters of both *HIF1α* and *HIF2α*, spanning 91 bases and 1124 bases, respectively (Figure 2B,D). ChIP‐qPCR analysis confirmed that PRCC‐TFE3 binds to these promoter regions of *HIF1α* and *HIF2α* following Dox treatment in PRCC‐TFE3–inducible HK2 cells (Figure 2C,E).

**FIGURE 2:**
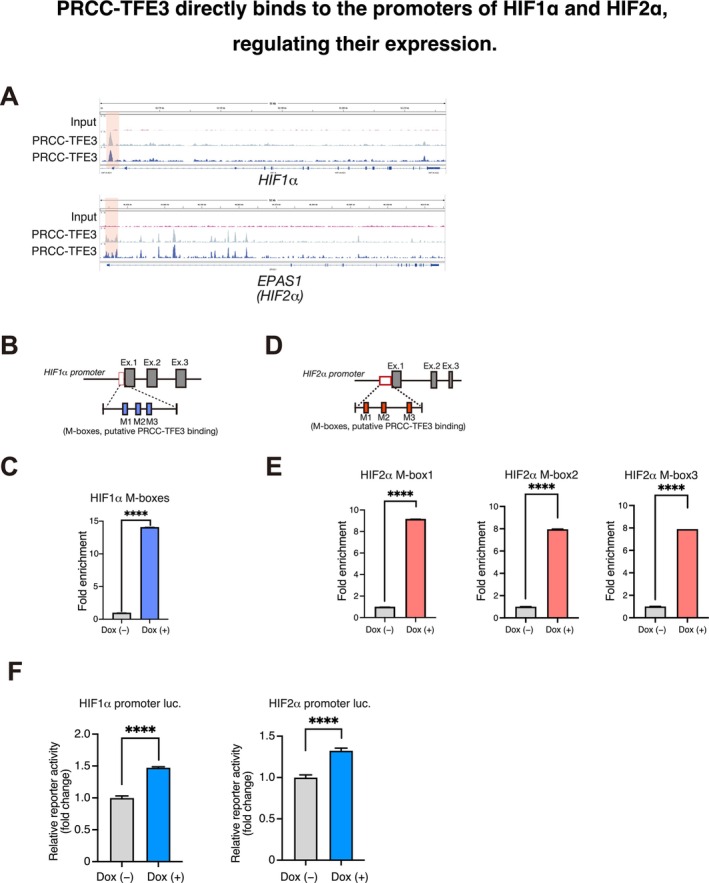
PRCC‐TFE3 directly binds to the promoters of *HIF1α* and *HIF2α*, regulating their expression. (A) ChIP‐seq with HA antibody in HA‐PRCC‐TFE3–induced HK2 cells showing a peak upstream of the transcriptional start sites of *HIF1α* and *HIF2α*. (B) Schematic diagram showing the location of the *HIF1α* promoter with putative PRCC‐TFE3‐binding M‐boxes. (C) ChIP‐qPCR analysis was conducted using primers designed to amplify the putative PRCC‐TFE3–binding M‐boxes in the *HIF1α* promoter region, as shown in (B). HA‐PRCC‐TFE3–inducible HK2 cells were treated with or without Dox for 24 h. Following ChIP of HA‐PRCC‐TFE3, qPCR analysis was performed on the *HIF1α* M‐box region (*n* = 3). (D) Schematic diagram showing the location of the *HIF2α* promoter with putative PRCC‐TFE3–binding M‐boxes, as in (B). (E) ChIP‐qPCR analysis was performed using primers designed to amplify the putative PRCC‐TFE3–binding M‐boxes in the *HIF2α* promoter regions, as shown in (D). Following chromatin immunoprecipitation of HA‐PRCC‐TFE3, qPCR analysis was conducted on the *HIF2α* M‐box region (*n* = 3), as shown in (C). (F) Luciferase reporter assay using HA‐PRCC‐TFE3–inducible HEK293 cells expressing promoter fragments from the 5′ regions of the human *HIF1α* (left) or *HIF2α* gene (right) after 24 h of Dox treatment. Luciferase activity was quantified using a Dual‐Luciferase Reporter Assay System (*n* = 3). Data are means ± SD. (****p < 0.0001, Welch's *t*‐test.)

To further validate that PRCC‐TFE3 binding to the promoters of *HIF1α* and *HIF2α* drives transcriptional activity, we designed a reporter vector containing the putative PRCC‐TFE3 binding regions upstream of the luciferase gene. Dox treatment enhanced the luciferase activities of both *HIF1α* and *HIF2α* promoter reporters in PRCC‐TFE3–inducible HEK293 cells (Figure 2F). Thus, these results suggest that PRCC‐TFE3 directly binds to the *HIF1α* and *HIF2α* promoters, upregulating their mRNA expression in TFE3‐RCC. Given that aberrant HIFα activation contributes to tumor development in ccRCC, our data suggest a similar role for HIFα expression in TFE3‐RCC, though it involves direct transcriptional regulation rather than effects on protein stability.

### 2.3 HIF1α Regulates Both Glycolysis and Oxidative Phosphorylation in PRCC‐TFE3–Expressing Cells

The enhanced expression of HIF1α and HIF2α leads us to hypothesize a global metabolic shift in PRCC‐TFE3–expressing cells. In ccRCC, among stabilized HIFs, HIF1α, rather than HIF2α, contributes to early metabolic changes by upregulating glycolysis, which is essential for tumorigenesis (Hoefflin et al. 2020). Therefore, we focused on HIF1α in this study because, although HIF2α may also play a role, previous reports highlight HIF1α as the dominant factor initiating glycolytic reprogramming in RCC. In HK2 cells, PRCC‐TFE3 induction with Dox treatment caused the elevation of ATP levels (Figure 3A). ATP production also depends on PRCC‐TFE3 expression, as PRCC‐TFE3 knockdown significantly reduced ATP levels in the patient‐derived TFE3‐RCC cell line UOK124 (Figure 3B). Using a fluorescent‐labeled deoxyglucose analog (2‐[*N*‐(7‐nitrobenz‐2‐oxa‐1,3‐diazol‐4‐yl) amino]‐2‐deoxy‐d‐glucose [2‐NBDG]), we found that PRCC‐TFE3 knockdown reduced glycolytic activity in UOK124 cells (Figure 3C). HIF1α has been shown to target various downstream genes that regulate glycolysis under hypoxic conditions (Kierans and Taylor 2021). As expected, HIF1α knockdown also impaired glucose metabolism in UOK124 cells (Figures 3D and Figure S5A), suggesting that HIF1α is primarily responsible for the increased glycolytic activity that generates more ATP in PRCC‐TFE3–expressing cells. Nevertheless, we cannot exclude the possibility that HIF2α also contributes to enhancing glucose uptake, even though HIF1α appears to be the dominant factor. RT‐qPCR analyses revealed that UOK124 cells express multiple HIF1α downstream genes involved in glycolysis (*HK2*, *GLUT1*, *PDK1*, and *LDHA*), all of which were suppressed by HIF1α knockdown (Figure 3E). Interestingly, the effect of PRCC‐TFE3 on the expression of HIF1α downstream genes is more pronounced under low glutamine culture conditions (Figure 3E). We found that GPNMB mRNA expression, a direct target of PRCC‐TFE3, increases under low glutamine conditions but not under low glucose conditions (Figure S5), indicating that PRCC‐TFE3 activity is enhanced under reduced glutamine levels. Low glutamine concentration increases PRCC‐TFE3 expression in UOK124 cells (Figure 3F). These results suggest that PRCC‐TFE3 modulates glucose metabolism, with its role becoming more critical under low glutamine conditions.

**FIGURE 3:**
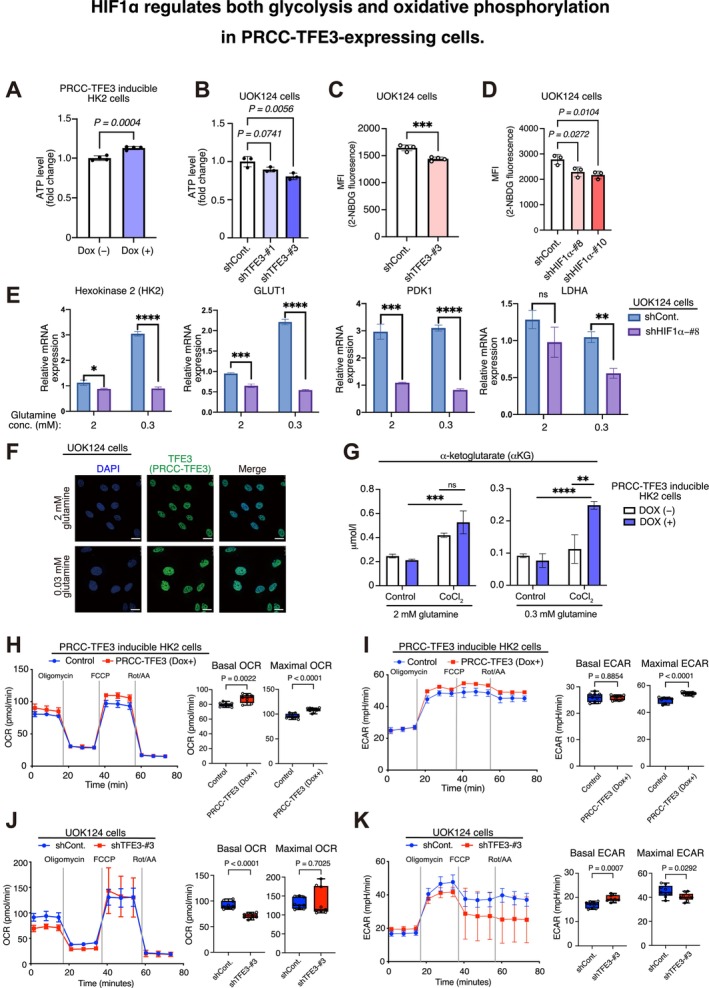
HIF1α regulates both glycolysis and oxidative phosphorylation in PRCC‐TFE3–expressing cells. (A, B) Fold changes in ATP levels were measured in PRCC‐TFE3–inducible HK2 cells with or without Dox treatment for 24 h (A), and in UOK124 cells stably expressing either a control shRNA vector (shCont.) or shRNA targeting PRCC‐TFE3 (shTFE3‐#1 or shTFE3‐#3) (B), 24 h after seeding, using the CellTiter‐Glo luminescent cell viability assay. (C, D) Flow cytometry analysis of glucose uptake using 2‐NBDG incorporation in UOK124 cells expressing shControl or shTFE3‐#3, as well as in cells with control shRNA and shRNA targeting HIF1 α (shHIF1α‐#8 and shHIF1α‐#10). (D) MFI, mean fluorescent intensity (*n* = 3). (E) RT‐qPCR analyses of glycolysis‐related genes in UOK124 cells expressing shCont. or shHIF1α, cultured under different glutamine concentrations (2 or 0.3 mM glutamine) for 24 h (*n* = 3). (F) UOK124 cells were cultured for 24 h in 2 or 0.03 mM glutamine, and PRCC‐TFE3 expression was analyzed by immunofluorescence using anti‐TFE3 antibodies. Scale bar = 10 μm. (G) PRCC‐TFE3–inducible HK2 cells were cultured with or without CoCl_2_ (100 μM, hypoxia‐mimetic reagent) under high (2 mM) or low (0.3 mM) glutamine conditions. α‐Ketoglutarate concentrations were analyzed after 24 h of Dox treatment (*n* = 3). (H, I) Oxygen consumption rate (OCR) (H) and extracellular acidification rate (ECAR) (I) in PRCC‐TFE3–inducible HK2 cells cultured with or without Dox for 24 h, measured using the mitochondrial stress test on the Agilent Seahorse XF HS Mini Analyzer (*n* = 3). Quantitative analysis of the basal and maximal steady states of OCR and ECAR are shown on the left. (J, K) OCR (J) and ECAR (K) in UOK124 cells, measured using the mitochondrial stress test on the Agilent Seahorse XF HS Mini Analyzer (*n* = 3). Quantitative analysis of the basal and maximal steady states of OCR and ECAR are shown on the left. Data are means ± SD. *p < 0.05, **p < 0.01, ***p < 0.01, and ****p < 0.0001; ns, not significant (Welch's t‐test, one‐way ANOVA, or the two‐way ANOVA followed by the Dunnett post hoc test.)

Glucose and glutamine metabolism support the tricarboxylic acid (TCA) cycle by supplying substrates for mitochondrial oxidation to carbon dioxide in cells (Figure S5). Given that HIF1α transcription increases glycolysis, with further enhancement under low glutamine conditions, we hypothesized that PRCC‐TFE3 expression shifts cells to prioritize TCA cycle substrates from glucose rather than glutamine. Although we did not observe a significant change in α‐KG concentration between PRCC‐TFE3 non‐induced and induced HK2 cells under high glutamine levels (2 mM), we found that α‐KG concentration significantly increased in PRCC‐TFE3–induced HK2 cells at low glutamine levels (0.3 mM) under hypoxia‐mimetic conditions (CoCl_2_; Figure 3G). These results suggest that PRCC‐TFE3 may enhance glucose utilization for energy production, potentially supporting glycolysis and providing substrates for the TCA cycle. Nevertheless, because multiple pathways depend on α‐KG, interpreting these changes as a global metabolic shift requires careful consideration. Finally, we validated this hypothesis by analyzing mitochondrial metabolic flux with the Seahorse XFe analyzer measuring the oxygen consumption rate (OCR) and extracellular acidification rate (ECAR). PRCC‐TFE3 expression increased not only glucose metabolism (ECAR) but also the OCR in HK2 cells (Figure 3H,I). Conversely, inhibition of PRCC‐TFE3 significantly reduced maximal ECAR and basal OCR in UOK124 cells (Figure 3J,K). Thus, these data suggest that the PRCC‐TFE3/HIF1α axis systemically enhances glucose metabolism, accompanied by sustained mitochondrial activity.

### 2.4 *Hif1α* Knockout, but Not *Hif2α* Knockout, Inhibits Tumor Development in an TFE3‐RCC Mouse Model

Given that PRCC‐TFE3 upregulates HIF1α and HIF2α to regulate hypoxia‐related signatures in vivo (Figure 1E,F), we next investigated whether Hif1α and/or Hif2α are essential for tumor development. We previously reported on a TFE3‐RCC mouse model in which PRCC‐TFE3 is artificially expressed in kidney epithelial cells by crossing *Rosa26‐lSl‐PRCC‐TFE3* knockin (KI) mice with *Cadherin 16‐Cre* (Cre) mice. (Baba et al. 2019). We crossed these mice with *Hif1α* ^*f/f*^ (*Hif1α* knockout [KO]), *Hif2α* ^*f/f*^ (*Hif2α* KO), and both *Hif1α* ^*f/f*^ *and Hif2α* ^*f/f*^ (*Hif1α*/*Hif2α* double KO [DKO]) mice to analyze tumor development in the kidneys (Figure 4A–I). After 8 months, tumor development was observed in the kidneys of *PRCC‐TFE3* KI mice (Figure 4B,F). However, there was an observed reduction in tumor development in the *PRCC‐TFE3* KI/*Hif1α* KO group (Figure 4C,G) and *PRCC‐TFE3* KI/*Hif1α*/*Hif2α* DKO group (Figure 4E,I). No inhibitory effect was observed in the *PRCC‐TFE3* KI/*Hif2α* KO (Figure 4D,H). Quantification of tumor area and number per kidney further supported that *PRCC‐TFE3* KI/*Hif1α* KO tended to inhibit tumor development (Figure 4J,K). Although *PRCC‐TFE3* KI/*Hif1α* KO showed a reduction in both tumor area and number, cystic tubular dilation was still observed in the tissue, suggesting that *Hif1α* KO does not completely reverse the pathological changes in the kidneys of *PRCC‐TFE3* KI (Figure 4C,G). Overall, our data suggest that only *Hif1α*, and not *Hif2α*, plays a critical role in PRCC‐TFE3–induced tumor development in vivo.

**FIGURE 4:**
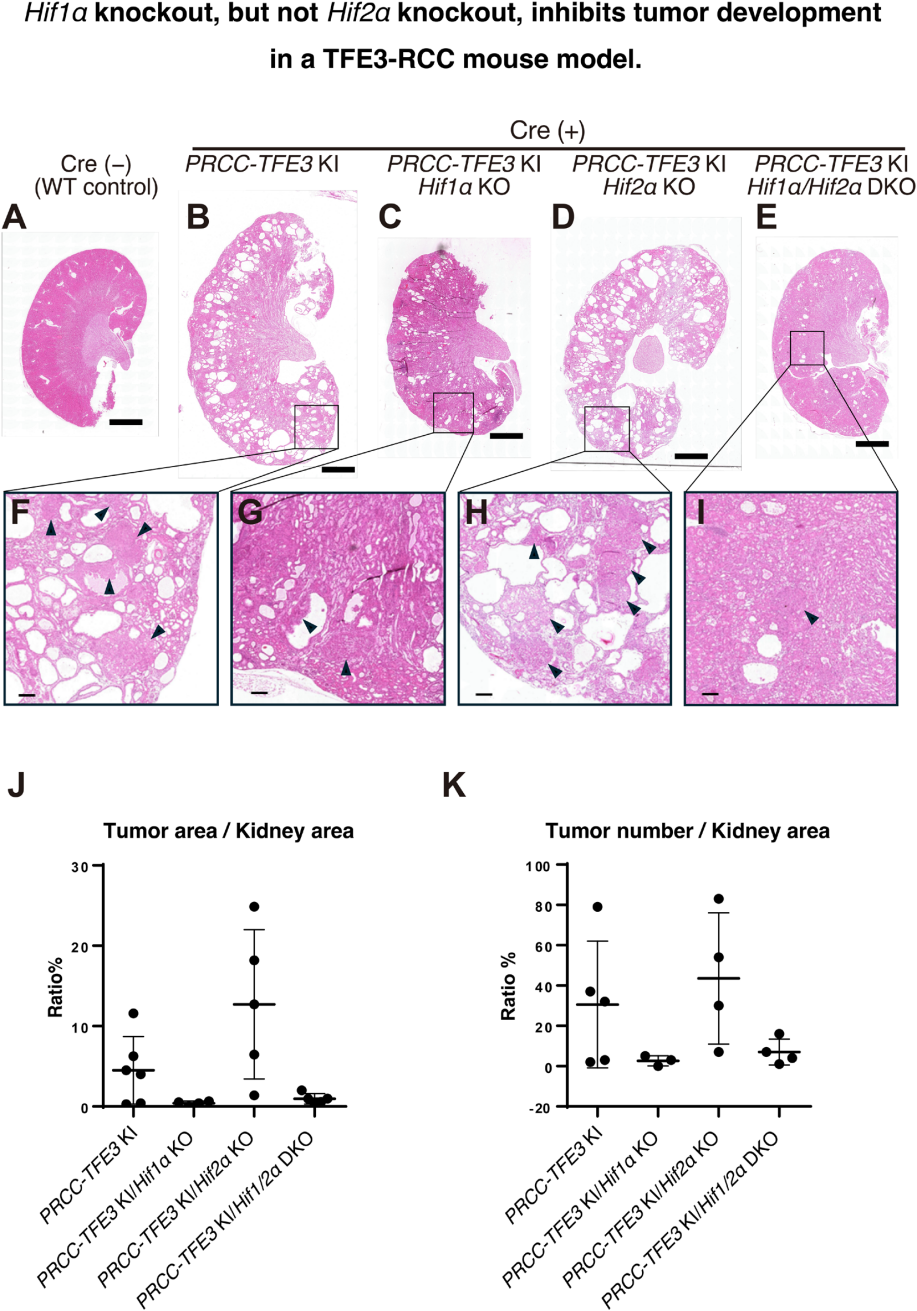
*Hif1α* knockout, but not *Hif2α* knockout, inhibits tumor development in a TFE3‐RCC mouse model. *Rosa26‐lSl‐PRCC‐TFE3* KI mice (*PRCC‐TFE3* KI) were crossed with *Cadherin 16‐Cre* (Cre) transgenic mice and either *Hif1α* ^*f/f*^ (*HIF1α* KO), *Hif2α* ^*f/f*^ (*HIF2α* KO), or *Hif1α* ^*f/f*^ *Hif2α* ^*f/f*^ (*HIF1α/HIF2α* DKO) mice. The mice were sacrificed at 8 months of age, and their kidneys were dissected and subjected to H&E staining. (A) *PRCC‐TFE3* KI without Cre (Cre(−)), (B, F) *PRCC‐TFE3* KI, (C, G) *PRCC‐TFE3* KI/*Hif1*α KO, (D, H) *PRCC‐TFE3* KI/*Hif2α* KO, (E, I) *PRCC‐TFE3* KI/*Hif1α*/*Hif2α* DKO. Scale bars = 2 mm (A–E) and 200 μm (F–I). (J) Tumor areas were measured using a BZ‐X700 microscope (Keyence), and the tumor‐to‐kidney area ratios were then calculated (*n* = 6: *PRCC‐TFE3* KI; *n* = 4: *PRCC‐TFE3* KI/*Hif1α* KO; *n* = 5: *PRCC‐TFE3* KI/*Hif2α* KO; *n* = 5: *PRCC‐TFE3* KI/*Hif1α*/*Hif2α* DKO). (K) Tumor counts were performed using a BZ‐X700 microscope (Keyence) (*n* = 6: *PRCC‐TFE3* KI; *n* = 4: *PRCC‐TFE3* KI/*Hif1α* KO; *n* = 5: *PRCC‐TFE3* KI/*Hif2α* KO; *n* = 5: *PRCC‐TFE3* KI/*Hif1α*/*Hif2α* DKO).

### 2.5 Ketone Metabolism Is Inversely Correlated With Tumor Development in the TFE3‐RCC Mouse Model

To further analyze the downstream mechanisms by which PRCC‐TFE3 regulates tumor development via HIF1α, we performed RNA‐seq analysis on kidney tissues from TFE3‐RCC mice (Figure 5A). 

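RNA from the kidneys of 17 mice in 5 groups was sequenced as stranded mRNA libraries with single-end reads of 75 nt. The groups were 4 mice that carry the PRCC‐TFE3 allele without Cre recombinase (Cre(−)), 3 PRCC‐TFE3 KI mice, 4 PRCC‐TFE3 KI/Hif1α KO mice, 3 PRCC‐TFE3 KI/Hif2α KO mice and 3 PRCC‐TFE3 KI/Hif1α/Hif2α DKO mice. Of the Cre(−) mice, replicates 1 and 2 carry the Hif1α flox allele and the other two carry no flox allele. No library batch is stated, and the library numbers, from 1 to 21, largely follow the groups, so that library order and group cannot be told apart. The authors deposited, for each transcript of the mouse annotation, estimated (expected) counts and TPM, and the methods name STAR for alignment and RSEM for quantification. The expected counts of the transcripts of each gene were summed and rounded here. The total per library ranged from 18547274 to 22641506 counts in Cre(−) kidneys (median 19319334), from 16504419 to 18173319 in KI kidneys (median 17851649), and from 16710464 to 24668827 in Hif1α KO kidneys (median 18872087). It ranged from 18001108 to 21711031 in Hif2α KO kidneys (median 20807326) and from 17347474 to 18635282 in DKO kidneys (median 18496076). At these depths 3 counts, taken as the smallest detectable amount, equal 0.117 to 0.206 CPM (counts scaled to library size), which covers counting error only. Differences between groups were tested with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, after TMM normalization, in one fit of all libraries that covered 17011 of 35971 genes. Hif1a, on chromosome 12 of GRCm38 from 73901375 to 73947530 (ENSMUSG00000021109.13), had 102.0, 128.0, 118.1 and 118.3 CPM in the 4 Cre(−) kidneys and 227.9, 231.6 and 184.0 CPM in the 3 KI kidneys. Its RNA stood at 162.6, 192.8, 189.4 and 198.4 CPM in the 4 Hif1α KO kidneys, 170.1, 198.7 and 256.2 CPM in the 3 Hif2α KO kidneys and 188.1, 173.9 and 203.3 CPM in the 3 DKO kidneys. Relative to KI kidneys the log2 fold change of Hif1a was -0.21 (standard error 0.13, adjusted p = 0.372 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) in Hif1α KO kidneys, which is within the spread of the replicates. Epas1, the gene of HIF2α, lies on chromosome 17 from 86753700 to 86833410 (ENSMUSG00000024140.10). It had 196.1, 205.4, 242.8 and 257.0 CPM in Cre(−) kidneys, 173.2, 191.7 and 178.9 CPM in KI kidneys, and 163.3, 169.3, 166.2 and 179.4 CPM in Hif1α KO kidneys. The values were 146.0, 149.3 and 136.5 CPM in Hif2α KO kidneys and 155.5, 165.3 and 158.1 CPM in DKO kidneys. Every KI value of Epas1 lay below every Cre(−) value. With each replicate left out in turn, its log2 fold change in KI against Cre(−) kidneys was -0.38 to -0.25. The adjusted p was 0.00142 to 0.0293 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Over 11 other settings the log2 fold change ranged from -0.46 to 0.15, and it was positive where TPM replaced counts. The paper measured its rise in HIF2α mRNA in HK2 cells. In Hif2α KO kidneys every Epas1 value was below every KI value, with a log2 fold change of -0.33 (standard error 0.09, adjusted p = 0.0788 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Since total RNA of whole kidneys was counted over the whole gene, these values show the amount of transcript and not the state of the floxed exons.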

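Principal component analysis was carried out on log2 CPM (prior count 2) of the 500 most variable genes in all libraries. PC1 held 61% of the variance and PC2 held 11.9%. On PC1 the mean of the Cre(−) kidneys was 66.7, whereas the means of the 4 groups that express PRCC‐TFE3 lay between -24.5 and -15.7. On PC2 the KI kidneys lay between -30.3 and -17.8 and the DKO kidneys between 5.2 and 22. Hif1α KO kidneys ranged from -15.8 (replicate 2) to 21.7 on PC2, and Hif2α KO kidneys ranged from -6.9 to 20.2 (replicate 1). The distance between group means on both components was 33 between KI and Hif1α KO kidneys (exact permutation test, one-sided p = 0.057) and 28.6 between KI and Hif2α KO kidneys (exact permutation test, one-sided p = 0.1, the smallest that 3 against 3 kidneys allow). KI and DKO kidneys were 42.8 apart (exact permutation test, one-sided p = 0.1, also the smallest possible). Between Hif1α KO and Hif2α KO kidneys the distance was 5.4 (exact permutation test, one-sided p = 0.89), which is smaller than the spread within either group. Hif1α KO and DKO kidneys were 10 apart (exact permutation test, one-sided p = 0.6), and Hif2α KO and DKO kidneys were 15.1 apart (exact permutation test, one-sided p = 0.3). With all genes past the expression filter, the alternative that moved the distances of KI from the single knockout kidneys most, they were 50.7 for Hif1α KO and 55.2 for Hif2α KO. The distance between Hif1α KO and Hif2α KO kidneys moved most without the Cre(−) libraries, to 15.9.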

Principal component analysis (PCA) of the gene expression data revealed that *PRCC‐TFE3* KI/*Hif2α* KO kidneys exhibited a similar expression profile to those of *PRCC‐TFE3* KI kidneys, whereas *PRCC‐TFE3* KI/*Hif1α* KO and *PRCC‐TFE3* KI/*Hif1α*/*Hif2α* DKO kidneys formed distinct clusters (Figure 5B). This finding aligns with the observation that *Hif1α* is responsible for tumor development in vivo (Figure 4A). 

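Between KI and Cre(−) kidneys, 5381 genes were higher and 4981 lower in KI at an adjusted p under 0.05 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Relative to KI kidneys, 438 genes were higher and 487 lower in Hif1α KO kidneys, 126 higher and 110 lower in Hif2α KO kidneys, and 1111 higher and 1053 lower in DKO kidneys. Of the genes changed in Hif1α KO kidneys, 655 also changed in the same direction in DKO kidneys and 131 in Hif2α KO kidneys. The log2 fold change in Hif2α KO kidneys had the same sign for 95.5% of the genes changed in Hif1α KO kidneys, and these contrasts share the KI libraries. Compared directly, Hif1α KO and Hif2α KO kidneys differed in 73 genes. With DESeq2's Wald test in place of edgeR, the setting that raised this last comparison most among those with an adjusted p, 344 genes were higher and 199 lower in Hif1α KO than in Hif2α KO kidneys. From the principal component analysis, in which it groups the Hif2α KO kidneys with KI and sets the Hif1α KO and DKO kidneys apart, the paper reasons that the expression profiles match the role of Hif1α in tumor development seen in Figure 4A.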

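Genes were taken as HIF1α-regulated when they were higher in KI than in Cre(−) kidneys and lower in Hif1α KO than in KI kidneys, each with an adjusted p under 0.05 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. This set held 398 genes, where 154.1 would be expected from the sizes of the gene lists alone if they were independent. The set covered 81.7% of the genes lower in Hif1α KO kidneys and 7.4% of those higher in KI kidneys. Its median log2 fold change was 1.39 in KI against Cre(−) kidneys and -0.60 in Hif1α KO against KI kidneys. In 383 of the genes, every Hif1α KO kidney lay below every KI kidney. The fall in Hif1α KO kidneys was at least 50% of the rise in KI kidneys, on the log2 scale, for 38.2% of the set. In Hif2α KO kidneys the median was -0.40, with 99.7% of the genes lower than in KI kidneys and 63 past the threshold. In DKO kidneys it was -0.69, and 343 genes were past the threshold. Since the set was chosen for being high in KI kidneys, part of each fall against the same KI libraries follows from that choice. Compared directly, the median log2 difference between Hif1α KO and Hif2α KO kidneys was -0.17, and 1 gene of the set passed the threshold among all genes tested. The threshold and the samples in the fit moved the size of the set most. It held 60 genes with a minimum absolute log2 fold change of 1 and 1279 genes at an unadjusted p under 0.05. It held 117 genes when each contrast was fitted on its own groups only and 114 genes without Hif1α KO replicate 3. With DESeq2 it held 670 genes.

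**Figure D1:**
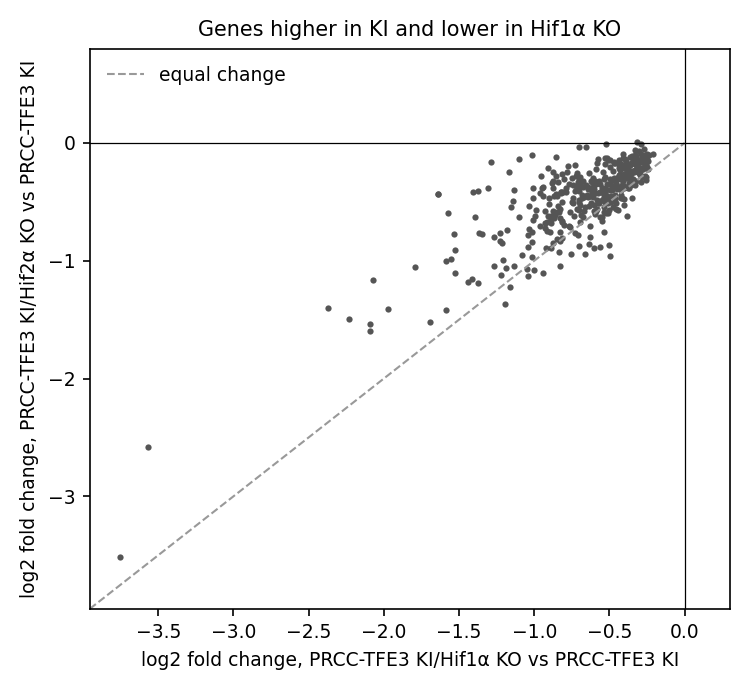
Each point is one of the 398 genes of the set, with its log2 fold change in Hif1α KO against KI kidneys on the x axis and in Hif2α KO against KI kidneys on the y axis, and the dashed line marks equal change. The values on the x axis run from -3.76 to -0.21, and most points lie above the line.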

To characterize the downstream pathways regulated by HIF1α, we analyzed genes that were upregulated in *PRCC‐TFE3* KI kidneys and downregulated by *Hif1α* KO, identifying a total of 417 such genes (Figure 5C). 

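Figure S7A names 16 genes for the ketone metabolic process. All 16 were higher in KI than in Cre(−) kidneys and had a negative log2 fold change in Hif1α KO against KI kidneys. Of them, 9 were in the set of genes counted over all genes tested, namely Ugt1a1, Insig1, Insig2, Irs2, Appl2, Dkk3, Prkag2, Agt and Egr1. Of these, Dkk3 and Agt stayed in the set in every fit that left out one Cre(−), KI or Hif1α KO replicate, and each of the others dropped out in at least 1 of these fits. The remaining 7, Adipoq, Abcd2, Pparg, Wnt4, Hsd17b1, Srebf1 and Fabp5, fell short of the threshold in Hif1α KO kidneys over all genes. With the adjustment made over the list alone, all 16 passed, but the list was taken from the paper's calls on these libraries, so this count shows no stability. Exons of Ugt1a1 overlap those of other Ugt1a genes, and its count is uncertain for that reason. No term table was used here, and the enrichment of ontology terms was not analysed.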

Gene ontology analysis of this 417‐gene set identified a significantly altered signature, with “regulation of cellular ketone metabolic process” emerging as a top hit (Figure 5D). Furthermore, metabolome analysis of these kidney samples revealed similar global trends in the PCA analysis (Figure S6). The ketone body metabolism signature was also enriched as a top hit in the metabolome comparison between *PRCC‐TFE3* KI/*Hif1α* KO and *PRCC‐TFE3* KI, highlighting the role of HIF1α in the ketone metabolic process in PRCC‐TFE3 kidneys (Figure 5E). Of the 200 metabolites quantified in our analysis, 16 were upregulated and 1 was downregulated in *PRCC‐TFE3* KI/*Hif1α* KO compared to *PRCC‐TFE3* KI (*p* < 0.05, |log_2_ fold change < 0.58; Figure S6). One of the most significantly upregulated metabolites was 3‐hydroxybutyric acid (BHB), a ketone body synthesized from acetyl‐CoA (Mierziak, Burgberger, and Wojtasik 2021; Figure S6). Indeed, BHB concentration decreased in *PRCC‐TFE3* KI and *PRCC‐TFE3 KI*/*Hif2α* KO kidneys, whereas it was either increased or maintained in *PRCC‐TFE3* KI/*Hif1α* KO and *PRCC‐TFE3* KI/*Hif1α*/*Hif2α* DKO kidneys (Figure 5F), suggesting that BHB production is inversely correlated with tumor development.

**FIGURE 5:**
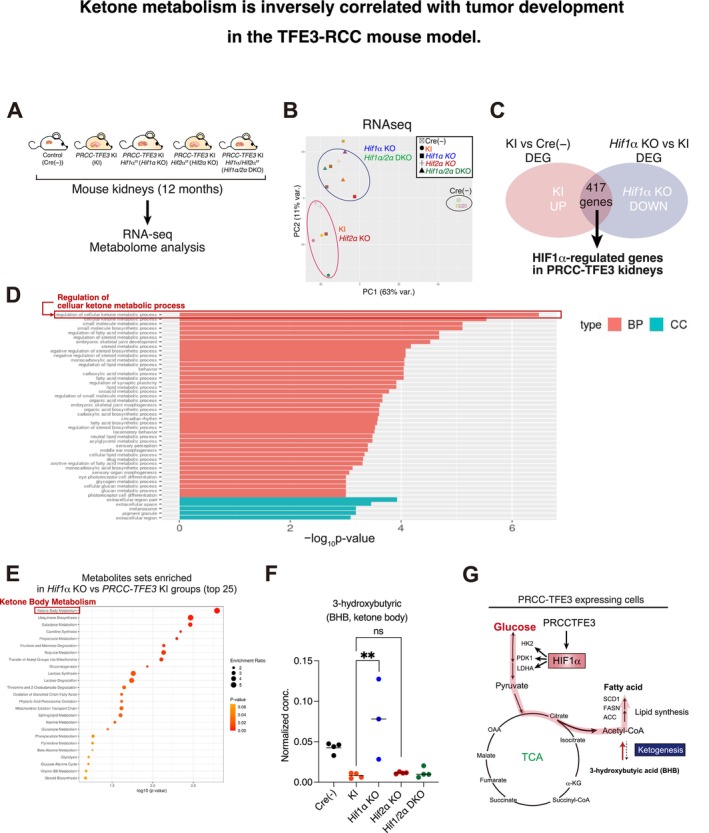
Ketone metabolism is inversely correlated with tumor development in the TFE3‐RCC mouse model. (A) Schematic diagram illustrating the kidney samples from mouse models used for RNA‐seq and metabolomic analyses. (B) PCA analysis of the gene expression data from RNA‐seq, as shown in (A). (C) HIF1α–regulated genes in PRCC‐TFE3–expressing kidneys were identified from genes that were downregulated in *PRCC‐TFE3* KI/*HIF1α* KO compared to *PRCC‐TFE3* KI, and from genes that were upregulated in *PRCC‐TFE3* KI compared to Cre (−) control (*n* = 3–4). (D) Gene ontology analysis of the 417 genes identified in (C), showing enriched terms compared to the mouse whole genome. BP, biological process; CC, cellular component. (E) Enrichment analysis of metabolites in *PRCC‐TFE3* KI/*Hif1α* KO compared to *PRCC‐TFE3* KI groups. (F) Normalized concentration of 3‐hydroxybutyric acid (BHB), a differentially regulated metabolite associated with ketone body metabolism, from the mouse metabolome data in (A) (*n* = 3–4). (G) Schematic diagram illustrating glucose as a potential source of substrates for the TCA cycle and fatty acid synthesis. Data are means ± SD. **p < 0.01; ns, not significant (the one‐way ANOVA followed by the Sidak post hoc test).

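The transcripts of 5 enzymes of ketone body metabolism and fatty acid oxidation were compared between the kidneys, namely Bdh1, Bdh2, Oxct1, Acat1 and Cpt1a. All 5 were lower in KI than in Cre(−) kidneys by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, with log2 fold changes from -2.07 (Acat1 and Bdh1) to -0.95 (Cpt1a). Cpt1a, on chromosome 19 from 3322334 to 3385733 (ENSMUSG00000024900.5), encodes an enzyme of fatty acid oxidation. It had 441.5 ± 6.33 CPM (SD, n = 4) in Cre(−) kidneys, 229.4 ± 30.2 CPM (SD, n = 3) in KI kidneys and 308.9 ± 26.5 CPM (SD, n = 4) in Hif1α KO kidneys. In Hif2α KO and DKO kidneys the values were 218.1 ± 39.99 CPM (SD, n = 3) and 243.3 ± 38.1 CPM (SD, n = 3). Its log2 fold change in Hif1α KO against KI kidneys was 0.43 (standard error 0.13, adjusted p = 0.0629 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Every Hif1α KO kidney had more Cpt1a than every KI kidney. For Acat1 the log2 fold change was 0.44 (standard error 0.17, adjusted p = 0.145 by the same edgeR quasi-likelihood test with Benjamini-Hochberg adjustment), and the groups overlapped. Across the enzymes, 3 of 5 had a positive log2 fold change in Hif1α KO kidneys and 0 passed the threshold as higher, while 2 did at an unadjusted p under 0.05. With DESeq2's Wald test and Benjamini-Hochberg adjustment Cpt1a passed (adjusted p = 0.0187), where the other alternatives reached 0.144 and the fits that each left out one replicate 0.174. Of the 5 enzymes, 2 were positive in Hif2α KO kidneys and 3 in DKO kidneys, with 0 past the threshold as higher in either and 0 at an unadjusted p under 0.05. In DKO kidneys 1 enzyme, Bdh2, was past the threshold as lower. The direction in Hif1α KO kidneys changed for Bdh1, Bdh2 and Oxct1 when replicates were left out.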

Collectively, these findings indicate that HIF1α–mediated transcriptional regulation drives metabolic shifts resulting in reduced ketone body levels in TFE3‐RCC. HIF1α is known to shift intracellular fatty acid metabolism from β‐oxidation toward lipid synthesis (Huang et al. 2014), which may contribute to the suppression of ketogenesis in TFE3‐RCC. When ketogenesis is suppressed, cells may redirect acetyl‐CoA to other metabolic pathways, including the TCA cycle and fatty acid synthesis. Conversely, in the absence of HIF1α, the decrease in fatty acid synthesis and the increase in β‐oxidation can free acetyl‐CoA for ketone body production, which may lead to elevated BHB levels. Therefore, we hypothesized that the higher BHB levels might be associated with reduced tumor development and provide a foundation for our analysis of the lipid synthesis pathways (Figure 5G).

### 2.6 HIF1α Regulates SREBP1 Expression, Controlling Lipid Synthesis Pathways and Promoting Cancer Cell Growth

The reduced ketogenesis observed in PRCC‐TFE3–expressing kidneys and its reversal in *PRCC‐TFE3* KI/*Hif1α* KO led us to investigate whether the *PRCC‐TFE3*/*Hif1α* axis is responsible for fatty acid synthesis in TFE3‐RCC. Consistent with this idea, the HIF1 α–regulated gene set (Figure 5C) involved in ketone metabolism includes several genes associated with lipid synthesis (Figure S7). 

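Among the genes of the list, Agt on chromosome 8 (124556534 to 124569706, ENSMUSG00000031980.9) rose from 49.3 ± 3.86 CPM (SD, n = 4) in Cre(−) kidneys to 1064 ± 63.1 CPM (SD, n = 3) in KI kidneys. It was 590.4 ± 112 CPM (SD, n = 4) in Hif1α KO kidneys, a log2 fold change of -0.85 against KI kidneys (standard error 0.15, adjusted p = 0.00889 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In Hif2α KO kidneys its log2 fold change was -0.81 (standard error 0.17, adjusted p = 0.031 by the same edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). There Agt lost the threshold in 5 of the 6 fits that each left out a KI or Hif2α KO replicate. The adjusted p in these fits ranged from 0.0275 to 0.144 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Prkag2 on chromosome 5 (24862744 to 25100642, ENSMUSG00000028944.14), a subunit of AMP-activated kinase, went from 66.4 ± 9.74 CPM (SD, n = 4) in Cre(−) kidneys to 590.5 ± 72.1 CPM (SD, n = 3) in KI kidneys. With 335.1 ± 93 CPM (SD, n = 4) in Hif1α KO kidneys, its log2 fold change was -0.82 (standard error 0.20, adjusted p = 0.0309 by edgeR's quasi-likelihood test, Benjamini-Hochberg adjustment). Pparg on chromosome 6 (115360951 to 115490399, ENSMUSG00000000440.12) had 3.08 ± 1.29 CPM (SD, n = 4) in Cre(−), 14.2 ± 13.4 CPM (SD, n = 3) in KI and 4.91 ± 1.08 CPM (SD, n = 4) in Hif1α KO kidneys. Its log2 fold change of -1.53 in Hif1α KO kidneys (standard error 0.53, adjusted p = 0.106 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) became -0.43 without KI replicate 2. Adipoq on chromosome 16 (23146536 to 23158028) had a log2 fold change of -2.49 in Hif1α KO kidneys (standard error 1.13, adjusted p = 0.211 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Its values in KI kidneys were 47.0 ± 69.7 CPM (SD, n = 3), and without KI replicate 2 the log2 fold change was 0.30. Abcd2 also changed sign when that kidney was left out, from -1.42 to 0.33. Fabp5 on chromosome 3 (10012548 to 10016607) was 115.9 ± 28.1 CPM (SD, n = 3) in KI kidneys and 83.6 ± 14.8 CPM (SD, n = 4) in Hif1α KO kidneys, a log2 fold change of -0.47 (standard error 0.20, adjusted p = 0.186 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).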

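Srebf1 lies on chromosome 11 of GRCm38 from 60199089 to 60222581 (ENSMUSG00000020538.15). Its transcripts added up to 47.1 ± 4.75 CPM (SD, n = 4) in Cre(−) kidneys and 92.6 ± 12.5 CPM (SD, n = 3) in KI kidneys, a log2 fold change of 0.98 (standard error 0.18, adjusted p = 0.00023 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Insig1, on chromosome 5 from 28071363 to 28078662 (ENSMUSG00000045294.11), had 35.9 ± 0.910 CPM (SD, n = 4) in Cre(−) kidneys and 133.7 ± 39.6 CPM (SD, n = 3) in KI kidneys. The log2 fold change was 1.90 (standard error 0.29, adjusted p = 3.37e-05 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Insig2, on chromosome 1 from 121304353 to 121332589 (ENSMUSG00000003721.14), had 38.7 ± 4.98 CPM (SD, n = 4) in Cre(−) kidneys and 91.9 ± 12.7 CPM (SD, n = 3) in KI kidneys, with a log2 fold change of 1.25 (standard error 0.19, adjusted p = 3.41e-05 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). For each of these genes every KI kidney lay above every Cre(−) kidney.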

One such gene is *Srebf1*, which encodes Srebp1, a master regulator of lipid synthesis, along with its direct target genes *Insig1* and *Insig2* (Yabe, Brown, and Goldstein 2002; Figure 6A). Indeed, RNA‐seq data showed that the mRNA expressions of Srebp1 and Insig1/2 correlate with *PRCC‐TFE3* KI and are inhibited in *PRCC‐TFE3* KI/*Hif1α* KO (Figure 6A), whereas Srebp1 expression is not suppressed in *PRCC‐TFE3 KI*/*Hif2α* KO (Figure S8). 

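In Hif1α KO kidneys Srebf1 was at 59.9 ± 5.15 CPM (SD, n = 4), and each of the 4 values was below each KI value. The log2 fold change against KI kidneys was -0.63 (standard error 0.18, adjusted p = 0.0531 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With each replicate left out in turn, it stayed between -0.72 and -0.53, with adjusted p from 0.058 to 0.165 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Across the other tests, filters, normalizations and samples in the fit, and with the adipocyte score as covariate, all with Benjamini-Hochberg adjustment, the adjusted p ranged from 0.0136 with DESeq2's Wald test to 0.128, and it was 0.0444 by edgeR's quasi-likelihood test when the KI and Hif1α KO groups were fitted alone. With a proximal tubule marker score as covariate, a test made apart from these settings, the log2 fold change was -0.14 (adjusted p = 0.83 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In Hif2α KO kidneys Srebf1 was at 77.5 ± 20.1 CPM (SD, n = 3), a log2 fold change of -0.26 (standard error 0.19, adjusted p = 0.489 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and in DKO kidneys the log2 fold change was -0.34 (standard error 0.19, adjusted p = 0.265 from the same edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). The DKO value depended on replicate 1, without which it was -0.59 (adjusted p = 0.0475 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and over the fits that each left out one replicate its adjusted p ranged up to 0.594. The difference between Hif1α KO and Hif2α KO kidneys was -0.37 (standard error 0.18, adjusted p = 0.347 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), within the spread of the replicates. Insig1 was at 62.2 ± 9.32 CPM (SD, n = 4) in Hif1α KO kidneys, with a log2 fold change of -1.10 (standard error 0.28, adjusted p = 0.0341 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It lost the threshold in 5 of the 7 fits that each left out a KI or Hif1α KO replicate (adjusted p from 0.0342 to 0.111 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and its adjusted p ranged from 0.0026 to 0.0846 over the other settings. In Hif2α KO kidneys its value was 121.7 ± 61.7 CPM (SD, n = 3) and its log2 fold change -0.14 (standard error 0.30, adjusted p = 0.846 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with a sign that changed when replicates were left out. Insig2 was at 50.8 ± 10.2 CPM (SD, n = 4) in Hif1α KO kidneys, with a log2 fold change of -0.85 (standard error 0.19, adjusted p = 0.0194 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and it lost the threshold in 3 of those 7 fits. Its log2 fold change was -0.44 in Hif2α KO kidneys (standard error 0.20, adjusted p = 0.252 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and -0.88 in DKO kidneys (standard error 0.20, adjusted p = 0.0132 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).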

SREBP1 is known to regulate the genes involved in lipid and cholesterol production, such as *ACLY*, *ACACa*, and *FASN*, playing a key role in the induction of lipogenesis (Horton, Goldstein, and Brown 2002; Zhang et al. 2022; Figure 6B). In PRCC‐TFE3–inducible HK2 cells, ACLY, ACACa, FASN, and both transcriptional isoforms of SREBP1 (SREBP1a and SREBP1c) are all upregulated following Dox treatment (Figure 6B). These results suggest that PRCC‐TFE3–expressing cells enhance lipid synthesis pathways through the upregulation of SREBP1. Additionally, knockdown of HIF1α reduced the induction of SREBP1a and SREBP1c mRNA following Dox treatment in PRCC‐TFE3–inducible HK2 cells (Figures 6C and S7). These findings demonstrate that PRCC‐TFE3 regulates lipid synthesis pathways via the HIF1α/SREBP1 axis.

**FIGURE 6:**
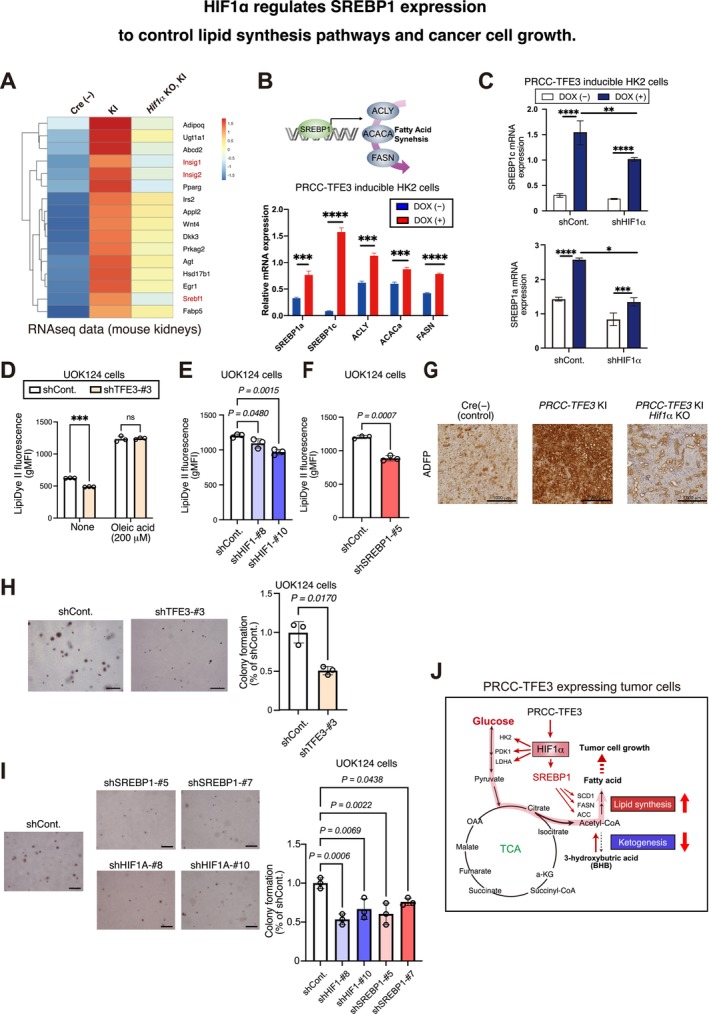
HIF1α regulates SREBP1 expression to control lipid synthesis pathways and cancer cell growth. (A) Heatmap of the top hits from the *PRCC‐TFE3* KI upregulated and *PRCC‐TFE3* KI/*Hif1α* ΚΟ downregulated genes list (417 genes) associated with lipid synthesis. (B) RT‐qPCR analysis of the genes related to lipid synthesis in PRCC‐TFE3–inducible HK2 cells with or without doxycycline treatment for 24 h (*n* = 3). (C) RT‐qPCR analyses of SREBP1a and SREBP1c in PRCC‐TFE3–inducible HK2 cells expressing shCont. or shHIF1α, with or without Dox treatment for 24 h (*n* = 3). (D–F) Flow cytometry analysis of lipid droplets in UOK124 cells using LipidDye II fluorescence: Quantified in cells expressing shCont. or shTFE3 (D), shCont. or HIF1α knockdown (shHIF1α‐#8 and shHIF1α‐#10) (E), and shCont. or SREBP1 knockdown (shSREBP1‐#5) (F). gMFI, geometric mean fluorescence intensity. *n* = 3. (G) Representative staining of adipose differentiation–related protein (ADFP) in the kidneys at 8 months from *PRCC‐TFE3* KI, Cre(−) (WT), *PRCC‐TFE3* KI, and *PRCC‐TFE3* KI/*Hif1*α KO mice. Scale bar = 1000 μm. (H, I) Anchorage‐independent growth analysis of UOK124 cells expressing shTFE3 (H) or shHIF1α and shSREBP1 (I) cultured for 21 days. Scale bar = 500 μm (*n* = 3). (J) Schematic diagram illustrating the PRCC‐TFE3/HIF1α/SREBP1 axis cooperatively regulating the shift of glucose utilization toward glycolysis and fatty acid synthesis. Data are means ± SD. *p < 0.05, **p < 0.01, ***p < 0.01, and ****p < 0.0001; ns, not significant (Welch's t‐test, one‐way ANOVA followed by the Dunnett post hoc test, or the two‐way ANOVA followed by the Sidak post hoc test).

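The log2 fold changes of the heatmap's 16 genes against KI kidneys are plotted with their standard errors for each knockout group. All 16 were negative in DKO and in Hif2α KO kidneys too, with 10 past the threshold in DKO kidneys and 3 in Hif2α KO kidneys by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Compared directly, Hif1α KO and Hif2α KO kidneys differed in 0 of the 16 genes after adjustment and in 2 at an unadjusted p under 0.05. The fall was smaller in Hif2α KO than in Hif1α KO kidneys for 11 genes. Dkk3 had a log2 fold change of -0.67 in Hif1α KO kidneys (adjusted p = 0.00271 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Irs2 fell by 0.54 on the log2 scale in Hif1α KO kidneys and by 0.76 in Hif2α KO kidneys.

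**Figure D2:**
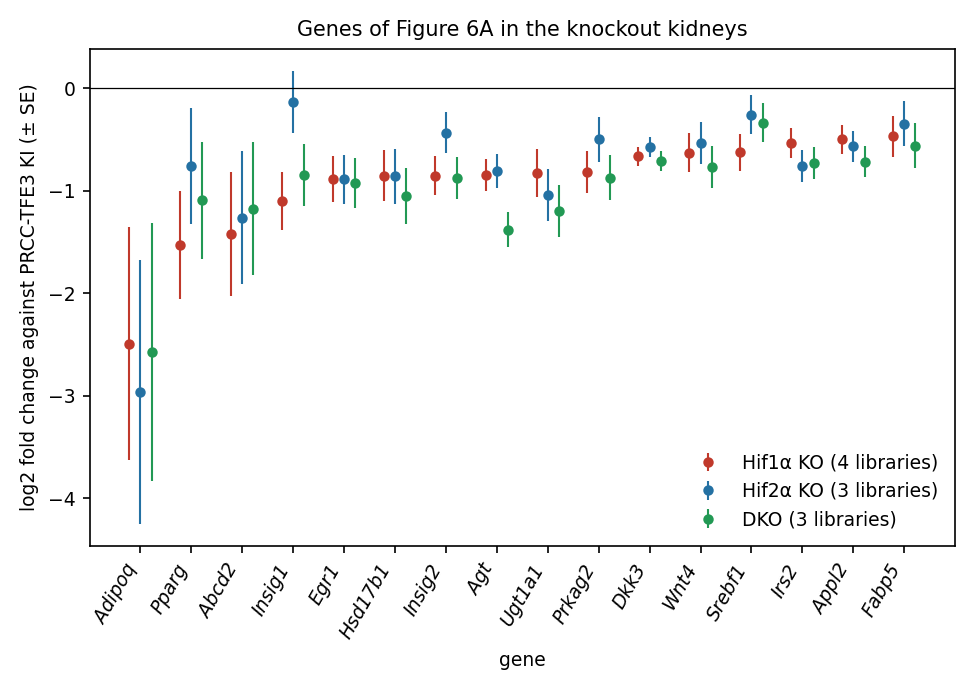
The y axis gives the log2 fold change against KI kidneys of the 16 genes, listed on the x axis, with the standard error as bars, for Hif1α KO (red), Hif2α KO (blue) and DKO (green) kidneys. Every point lies below 0, and the bars of Adipoq, Abcd2 and Pparg, which were highest in KI replicate 2, are the widest.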

We next examined lipid accumulation in PRCC‐TFE3–expressing cells and kidneys. As expected, knockdown of PRCC‐TFE3 in UOK124 cells impaired lipid accumulation, as indicated by reduced LipiDye II fluorescence, whereas oleic acid treatment resulted in saturated LipiDye II fluorescence in these cells (Figures S7 and S9). Similarly, knockdown of either HIF1α or SREBP1 also reduced lipid accumulation in UOK124 cells (Figures 6E,F and S7). Furthermore, using adipophilin (ADFP) antibodies, we confirmed that *PRCC‐TFE3* KI kidneys exhibited stronger positive staining for lipid accumulation, whereas ADFP staining was reduced in *PRCC‐TFE3* KI/*Hif1α* KO kidneys (Figure 6G). These results underscore the enhanced lipid synthesis mediated by the PRCC‐TFE3/HIF1α/SREBP1 axis in TFE3‐RCC.

Finally, we investigated the roles of HIF1α and SREBP1 in TFE3‐RCC by performing anchorage‐independent growth analysis with PRCC‐TFE3, HIF1α, or SREBP1 knockdown in UOK124 cells. As expected, PRCC‐TFE3 knockdown resulted in reduced colony formation in 3D soft‐agar culture (Figure 3H). The proliferation in 2D dish culture remained unaffected in these cells (Figure S7). Similarly, knockdown of HIF1α or SREBP1 inhibited colony formation in 3D soft‐agar culture (Figure 6I). These data suggest that the PRCC‐TFE3/HIF1α/SREBP1 axis is critical for anchorage‐independent growth in TFE3‐RCC. The PRCC‐TFE3/HIF1α axis enhances glycolysis and TCA cycle flux. The increased glycolytic activity provides substrates for the TCA cycle, which are utilized for de novo lipid synthesis via SREBP1, which is upregulated by PRCC‐TFE3/HIF1α (Figure 6J). Overall, our data highlight the significance of the PRCC‐TFE3/HIF1α/SREBP1 axis in TFE3‐RCC development.

## 3 Discussion

Our study offers new insights into the molecular mechanisms of TFE3‐RCC, highlighting the pivotal role of the PRCC‐TFE3/HIF1α/SREBP1 axis in tumor development and progression. We found that HIF1α and HIF2α are direct transcriptional targets of PRCC‐TFE3 and confirmed their expression in TFE3‐RCC tissues, thereby establishing a clear connection between the TFE3 fusion protein and the hypoxia signaling pathway, which is central to many cancers, including ccRCC (Chappell, Payne, and Rathmell 2019; Wicks and Semenza 2022; Chen et al. 2023). In ccRCC, *VHL* inactivation leads to HIF accumulation and metabolic alterations (Linehan et al. 2019). Likewise, mutations in fumarate hydratase (*FH*) and succinate dehydrogenase (*SDH*) subunits, which are associated with hereditary leiomyomatosis and RCC (HLRCC) and hereditary paraganglioma–pheochromocytoma syndrome, respectively, also induce metabolic perturbations and HIF stabilization (Linehan et al. 2019). In these cases, the buildup of oncometabolites (fumarate or succinate) inhibits prolyl hydroxylases, thus stabilizing HIF even under normoxic conditions. This phenomenon, known as “pseudohypoxia,” drives metabolic reprogramming and tumorigenesis. However, in contrast to ccRCC, where HIF accumulation is primarily due to *VHL* inactivation (Foster et al. 1994; Gnarra et al. 1994; Mandriota et al. 2002; Semenza 2012b; Gossage, Eisen, and Maher 2015), or to *FH*‐ and *SDH*‐deficient RCC, where HIF is stabilized by oncometabolite accumulation, our findings indicate that HIF upregulation in TFE3‐RCC takes place at the transcriptional level, revealing a unique mode of HIF activation in this RCC subtype. Importantly, our in vivo studies using genetically engineered mouse models revealed that *Hif1α*, but not *Hif2α*, is essential for TFE3‐RCC development. This finding contrasts with some previous studies in ccRCC cell lines demonstrating a more prominent role for HIF2α in tumorigenicity (Kondo et al. 2003). However, our results align with recent studies using genetically engineered mice with mutated p53, which is not observed in humans, demonstrating the crucial role of *Hif1α* in ccRCC formation (Hoefflin et al. 2020). Our metabolic analyses revealed that the PRCC‐TFE3/HIF1α axis induces significant metabolic reprogramming in TFE3‐RCC cells. Specifically, our study showed that this axis upregulates both glycolysis and oxidative phosphorylation, thereby enhancing TCA cycle flux. This metabolic shift appears to be critical for supporting tumor growth and survival. The upregulation of glycolysis through HIF1α target genes (such as *HK2*, *GLUT1*, *PDK1*, and *LDHA*) provides cancer cells with rapid ATP production and biosynthetic intermediates (Kierans and Taylor 2021). At the same time, the sustained activity of the TCA cycle, particularly under low glutamine conditions, indicates a metabolic flexibility that may offer a growth advantage to TFE3‐RCC cells. A key finding of our study is the identification of SREBP1 as a downstream effector of the PRCC‐TFE3/HIF1α axis. SREBP1, a master regulator of lipid synthesis (Horton, Goldstein, and Brown 2002), is upregulated in response to PRCC‐TFE3 expression and HIF1α activation, leading to increased expression of lipogenic enzymes (ACLY, ACACa, and FASN) and enhanced lipid accumulation in TFE3‐RCC cells and tissues. Our data indicate that the PRCC‐TFE3/HIF1α/SREBP1 axis plays a pivotal role in this metabolic shift by concurrently suppressing ketogenesis and promoting lipid synthesis.

The inverse relationship between ketogenesis and tumor development in our mouse models provides further insight into the metabolic adaptations in TFE3‐RCC. The suppression of ketone body production, which is reversed by *Hif1α* knockout, suggests that acetyl‐CoA is preferentially channeled toward lipid synthesis rather than ketone body formation. This metabolic rewiring may be crucial for providing the building blocks necessary for rapid cell proliferation and membrane synthesis in cancer cells (DeBerardinis et al. 2008; Fu et al. 2021).

Our findings underscore the critical importance of the PRCC‐TFE3/HIF1α/SREBP1 axis in TFE3‐RCC progression, highlighting its potential as a therapeutic target. Given the critical role of HIF1α in TFE3‐RCC development, inhibiting HIF1α may be an effective therapeutic strategy for treating this cancer subtype. Metabolic intervention could be another therapeutic strategy by disrupting the glycolytic and/or lipogenic programs in TFE3‐RCC cells. Specifically, inhibitors targeting glycolytic enzymes or the SREBP1 pathway may serve as promising therapeutic candidates (Pusapati et al. 2016; Batchuluun, Pinkosky, and Steinberg 2022; Zhang et al. 2022; Zhao, Lin, and Wang 2022). The metabolic signatures identified in our study (e.g., increased lipid accumulation and decreased ketone bodies) could potentially serve as biomarkers for disease progression or treatment response in TFE3‐RCC patients.

Although our study provides significant insights into TFE3‐RCC biology, several questions remain to be addressed in future research. We demonstrated an increase in PRCC‐TFE3 protein levels and elevated target gene expression under low glutamine conditions. Clarifying how PRCC‐TFE3 is regulated by glutamine concentration will provide a better understanding of the molecular pathogenesis and offer a foundation for developing novel therapeutics for TFE3‐RCC. We have proven that HIF1α and HIF2α are directly regulated by PRCC‐TFE3. We then demonstrated that SREBP1 expression is regulated by both PRCC‐TFE3 and HIF1α. Our ChIP‐seq data show significant binding of HA‐PRCC‐TFE3 to the *SREBP1* gene body in HK2 cells (data not shown), suggesting direct regulation of SREBP1 by PRCC‐TFE3. Conversely, *PRCC‐TFE3* KI/*Hif1α* KO kidneys exhibited suppressed SREBP1 expression, and HIF1α knockdown reduced SREBP1 expression induced by PRCC‐TFE3 in HK2 cells. Together, these findings suggest that PRCC‐TFE3 and HIF1α co‐regulate SREBP1 expression. A detailed understanding of the molecular interactions within the PRCC‐TFE3/HIF1α/SREBP1 axis could lay the groundwork for innovative drug discovery.

Interestingly, we observed an increase in polyploid cells expressing PRCC‐TFE3 (Figure 3F). Polyploidy can arise from incomplete mitosis or disrupted checkpoints and is associated with both senescence and malignant transformation, often through genomic instability. Notably, ASPL‐TFE3 expression has been shown to induce cellular senescence (Ishiguro and Yoshida 2016), suggesting that TFE3 fusion proteins may broadly affect senescence‐related pathways. Although the precise mechanism remains unclear, PRCC‐TFE3 might similarly disrupt cell‐cycle regulation or checkpoints, leading to polyploid cell accumulation. Additionally, the potential involvement of HIF1α/HIF2α in this process cannot be ruled out, given their known roles in cell cycle regulation and genomic stability. Further research is needed to determine if this phenomenon represents senescence, genomic adaptation, or tumor progression, and to explore potential interactions between TFE3 fusion proteins and hypoxia‐inducible factors in these processes.

In conclusion, our study elucidates a novel PRCC‐TFE3/HIF1α/SREBP1 axis that drives metabolic reprogramming and tumor growth in TFE3‐RCC. These findings not only advance our understanding of TFE3‐RCC pathogenesis but also provide a rationale for exploring new therapeutic strategies targeting this aggressive form of kidney cancer. Future studies building on these insights may lead to improved treatments and outcomes for patients with TFE3‐RCC and potentially other nccRCC subtypes.

## 4 Experimental Procedures

### 4.1 Cell Lines

HEK293 cell lines, which express HA‐PRCC‐TFE3 in a Dox‐dependent manner, were established using the Flp‐In T‐Rex System (Thermo Fisher Scientific) as previously described (Baba et al. 2006) and cultured in DMEM with 10% tetracycline‐free fetal bovine serum (FBS) and selection antibiotics, 15 μg/mL blasticidin S and 150 μg/mL hygromycin B. The UOK124 human RCC cell line from TFE3‐RCC was established as previously described (Shipley et al. 1995) and cultured in DMEM with 10% FBS and penicillin–streptomycin (100 U/mL). HK‐2 cell lines, which express HA‐PRCC‐TFE3 in a Dox‐dependent manner, were established using the Tet‐On 3G‐Inducible Expression System and cultured in advanced DMEM/F‐12 with 1.5% tetracycline‐free FBS and selection antibiotics, 2 μg/mL blasticidin S and 0.8 μg/mL puromycin. For gene expression profiling experiments, HEK293 cell lines or HK‐2 cell lines were cultured with or without 250 ng/mL Dox.

Knockdown of PRCC‐TFE3 was achieved using the miRE–based RNAi system or pLKO.1‐puro (SHC0‐02, Sigma) as reported previously (Funasaki et al. 2022). The shRNA‐miRE sequences targeting respective genes were inserted into SGEP plasmid vectors (Addgene #111170). For the experiment using the green fluorescence channel, SGEP plasmid vectors without EGFP sequence were used. The TFE3‐RCC cell lines were transduced with the viral supernatants containing integrated shRNA vectors and subsequently selected with puromycin (5 μg/mL, Promega). The following sequences were used to target the respective genes:

shTFE3#1, 5′‐TCAGATAAACAAATGAGGGGGT‐3′;

shTFE3#3, 5′‐TATTATTTTAATCACAAACCTA‐3′;

shHIF1A, 5′‐TTTTCTACCAATTCCAACTTGA‐3′.

For the pLKO clones (Sigma), following sequences were used:

shHIF1A‐#8, 5′‐CCGCTGGAGACACAATCATAT‐3′;

shHIF1A‐#10, 5′‐GTGATGAAAGAATTACCGAAT‐3′;

shSREBP1‐#5, 5′‐GCCATCGACTACATTCGCTTT‐3′;

shSREBP1‐#7, 5′‐CCAGAAACTCAAGCAGGAGAA‐3′.

shTFE3#1 and shTFE3#3 were designed to target Exon 10 of TFE3, which knocks down both PRCC‐TFE3 and wild‐type TFE3.

### 4.2 Genetically Engineered Mouse Model

The TFE3‐RCC mouse model, *Rosa26‐lSl‐PRCC‐TFE3* KI, and *Cadherin 16‐Cre* (Ksp‐Cre) mice (Baba et al. 2019) were crossed with *Hif1α* ^*f/f*^ (*Hif1α* KO; Ryan, Lo, and Johnson 1998), *Hif2α* ^*f/f*^ (*Hif2α* KO) (Gruber et al. 2007), and double *Hif1α* ^*f/f*^ and *Hif2α* ^*f/f*^ (*Hif1α*/*Hif2α* DKO) mice. The mice were housed at the Center for Animal Resources and Development (CARD) at Kumamoto University and euthanized by cervical dislocation after isoflurane inhalation anesthesia, following the guidelines of the Kumamoto University Animal Care and Use Committee.

### 4.3 Immunohistochemistry

The resected tissues were fixed in 10% formalin and embedded in paraffin. Paraffin‐embedded samples were sectioned into 4‐μm slices for histological analysis. Hematoxylin and eosin (H&E) staining was performed using standard procedures. For immunohistochemistry, antigen retrieval was conducted in an autoclave at 121°C for 15 min using 0.01 M citrate buffer (pH 7.0). To block endogenous peroxidase activity, the sections were treated with 3% H_2_O_2_ and incubated in Tris‐buffered saline with 0.1% Tween‐20 (TBS‐T) containing 5% goat serum to block nonspecific binding. The following primary antibodies were used: mouse monoclonal anti‐HIF1α (Enzo Life Sciences, ADI‐OSA‐602; 1:50), rabbit polyclonal anti‐HIF1α (Novus Biologicals, NB100‐449; 1:100), rabbit polyclonal anti‐HIF2α (Novus Biologicals, NB100‐122; 1:100), rabbit polyclonal anti‐CD31 (Proteintech, 28083‐1‐AP; 1:1000), and rabbit polyclonal anti‐ADFP (Proteintech, 15294‐1‐AP; 1:2000). The secondary antibodies used were horseradish peroxidase–conjugated goat anti‐rabbit IgG (Nichirei, 424141) and goat anti‐mouse IgG (Nichirei, 414171), with visualization achieved using the Liquid DAB+ Substrate Chromogen System (DAKO, K3468). Nuclei were counterstained with hematoxylin, and the slides were imaged using a BZ‐X700 microscope (Keyence).

### 4.4 RNA‐Seq

Total RNA was extracted using TRIzol reagent, and its quality was assessed using a BioAnalyzer 2100. Samples with an RNA integrity number (RIN) greater than 8 were selected for further processing. Library preparation was performed using the TruSeq Stranded mRNA Library Prep kit, following the manufacturer's protocol. Sequencing was conducted on an Illumina NextSeq 500 platform using the NextSeq 500/550 High Output v2.5 Kit, generating single‐end reads of 75 nucleotides in length. The resulting sequencing reads underwent initial processing using Trim Galore! (Version 0.6.6, incorporating cutadapt Version 2.5) to remove adapter sequences and trim low‐quality ends. The trimmed reads were subsequently aligned to the human genome (UCSC hg38 assembly) using STAR (Version 2.7.9a). Transcript quantification and differential expression analysis were performed using RSEM (Version 1.3.3) for transcripts per million (TPM) calculations and DESeq2 (Version 1.42.1) for statistical analysis of differential expression. The gene transfer format (GTF) file used for annotation was obtained from the UCSC hg38 or GRCm38 genome build.

### 4.5 DNA Microarray Analysis

Total RNA was extracted from HEK293 cell lines expressing HA‐PRCC‐TFE3 in a Dox‐dependent manner using TRIzol reagent (Invitrogen). cDNA preparation and probe array hybridization were performed according to the manufacturer's instructions (Affymetrix), using Affymetrix GeneChip HG‐U133 Plus 2.0 arrays. Data normalization (RMA–based), as well as PCA and ANOVA, were conducted using Partek Genomics Suite 6.6.

### 4.6 Quantitative RT‐PCR (RT‐qPCR)

Total RNA was isolated using TRIzol Reagent (Thermo Fisher Scientific) and reverse transcribed to cDNA using ReverTra Ace qPCR RT Master Mix (Toyobo, Osaka, Japan). qPCR assays were performed with the Roche LightCycler 96 system (Roche, Mannheim, Germany) and the Thunderbird SYBR qPCR Mix (Toyobo). Each value was normalized using the value of Rps18 as an internal control. Primer sequences are listed as follows:

HIF1α For: 5′‐TATGAGCCAGAAGAACTTTTAGGC‐3′;

HIF1α Rev: 5′‐CACCTCTTTTGGCAAGCATCCTG‐3′;

HIF2α For: 5′‐AGCTTCCTGCGAACACACAA‐3′;

HIF2α Rev: 5′‐TCACCACGGCAATGAAACC‐3′;

HK2 For: 5′‐GAAGATGCTGCCCACCTTTG‐3′;

HK2 Rev: 5′‐CACCCAAAGCACACGGAAG‐3′;

GLUT1 For: 5′‐CCAGAAGGTGATCGAGGAGTT‐3′;

GLUT1 Rev: 5′‐AAAAGGCCCACAGAGAAGGAG‐3′;

PDK1 For: 5′‐AGATGAGTGACCGAGGAGGTG‐3′;

PDK1 Rev: 5′‐CCATAACCAAAACCAGCCAGA‐3′;

LDHA For: 5′‐CAGCCCGATTCCGTTACCTA‐3′;

LDHA Rev: 5′‐ACACCAGCAACATTCATTCCAC‐3′;

SREBP1a For: 5′‐GGAGGGGTAGGGCCAACGGCCT‐3′;

SREBP1a Rev: 5′‐CATGTCTTCGAAAGTGCAATCC‐3′;

SREBP1c For: 5′‐TCAGCGAGGCGGCTTTGGAGCAG‐3′;

SREBP1c Rev: 5′‐CATGTCTTCGATGTCGGTCAG‐3′;

ACLY For: 5′‐GCCCATCCCCAACCAGCCAC‐3′;

ACLY Rev: 5′‐TTGCAGGCGCCACCTCATCG‐3′;

ACACa For: 5′‐CGGAAGGGACAGTAGAAATCA‐3′;

ACACa Rev: 5′‐AGTCGCTCAGCCAAGTGGA‐3′;

FASN For: 5′‐CACAGGGACAACCTGGAGTT‐3′;

FASN Rev: 5′‐ACTCCACAGGTGGGAACAAG‐3′;

GPNMB For: 5′‐CATGGCCGAAAGCTCCCTA‐3′;

GPNMB Rev.: 5′‐GGTGGGGTCAGAAATGATGG‐3′;

RPS18 For: 5′‐TTGCGAGTACTCAACACCAACA‐3′;

RPS18 Rev: 5′‐TCTGCTTTCCTCAACACCACA‐3′.

### 4.7 ChIP‐Seq and Quantitative PCR (ChIP‐qPCR) Analysis

HK2 cell lines, which express HA‐PRCC‐TFE3 in a Dox‐dependent manner, were cultured with Dox for 24 h and then crosslinked with 1% formaldehyde at room temperature for 5 min, followed by incubation with 125 mM glycine. Nuclei preparation, chromatin digestion with micrococcal nuclease, ChIP with anti‐HA antibody (3F10, Roche), and DNA purification were performed using SimpleChIP Plus Enzymatic Chromatin IP Kit (Magnetic Beads; #9005, Cell Signaling, Danvers, MA, USA) according to the manufacturer's protocol. DNA libraries required for high‐throughput sequencing were prepared from the post‐ChIP DNA using the NEBNext Ultra DNA Library Prep Kit and NEBNext Multiplex Oligos for Illumina (New England BioLabs). The multiplexed libraries were clustered and sequenced using the NextSeq 500 Kit (75 cycles) and the NextSeq Desktop Sequencing System (Illumina). Peak detection was performed using the MACS algorithm (PMID:18798982) in the Strand NGS software (Strand Life Sciences). HA‐TFE3 binding was identified by significant enrichment of each signal over input DNA peaks with a *p*‐cutoff value of 10^−5^. Visualization of ChIP‐seq data was performed using the Strand NGS software. In ChIP qPCR, DNA purification was performed in the same manner as in ChIP seq. The primer sequences utilized in the qPCR assays are listed as follows:

HIF1α M‐boxes For: 5′‐TTCCTCCGCCGCTAAACA‐3′;

HIF1α M‐boxes Rev: 5′‐CGCTCTCAGCCAATCAGGAG‐3′;

HIF2α M‐box1 For: 5′‐AGGTGCTCGGCGTCTGAAC‐3′;

HIF2α M‐box1 Rev: 5′‐ACGCCCGCTTACCTTTTCTTC‐3′;

HIF2α M‐box2 For: 5′‐TACAATCCTCGGCAGTGTCC‐3′;

HIF2α M‐box2 Rev: 5′‐AAAAAGTGGCTCGAATGCTG‐3′;

HIF2α M‐box3 For: 5′‐CGCAGCCCTAGATCAATTTCCTT‐3′;

HIF2α M‐box3 Rev: 5′‐GGCGATGCGCCCTTTTC‐3′.

### 4.8 Luciferase Reporter Gene Assay

A 933‐bp fragment of the 5′ region of the human HIF1α gene (human BAC clone: PR11‐243C17) and a 1049‐bp fragment of the human HIF2α gene (PR11‐593E8), containing the TFE3 binding peak, were amplified by PCR using KOD‐Plus‐Neo polymerase (Toyobo Co.). The PCR products, amplified with promoter‐specific primers (HIF1α_For: 5′‐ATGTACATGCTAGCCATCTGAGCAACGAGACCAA‐3′; HIF1α_Rev: 5′‐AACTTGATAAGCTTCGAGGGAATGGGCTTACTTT‐3′; HIF2α_For: 5′‐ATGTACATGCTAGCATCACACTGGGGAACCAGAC‐3′; HIF2α_Rev: 5′‐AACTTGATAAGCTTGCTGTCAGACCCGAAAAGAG‐3′), were digested with *Nhe*I and *Hin*dIII and ligated into the pGL4‐Basic Vector (Promega). The reporter plasmid vector was co‐transfected with a control vector (phRL) into PRCC‐TFE3‐inducible HEK293 cells. Luciferase activity was measured after 24 h of treatment with or without Dox, using the Dual‐Luciferase Reporter Assay System according to the manufacturer's protocols (Promega).

### 4.9 Immunofluorescence

UOK124 cells were cultured on coverslips with the specified concentrations of glutamine for 24 h. The cells were then fixed with 4% formaldehyde for 5 min at 37°C, washed with PBS, and blocked with FBS before permeabilization with 0.5% Triton X‐100 containing 1% FBS. Following additional washes, the cells were incubated overnight at 4°C with an anti‐TFE3 antibody (Sigma, HPA023881). After washing, the cells were stained with an anti‐rabbit Alexa Fluor 488 antibody (Thermo Fisher). Following three washes, the cells were incubated with DAPI (Dojindo) for 5 min, and fluorescence images were captured using a BZ‐X700 microscope. (Keyence).

### 4.10 ATP Quantification Analysis

UOK124 cells were seeded at a density of 5000 cells per well, in quadruplicate, on a 96‐well plate and cultured for 24 h. After incubation, the cells were lysed and mixed for 15 min according to the manufacturer's protocol using the CellTiter‐Glo 2.0 Cell Viability Assay (Promega, G9241). Luminescence was then measured with a Synergy H1 plate reader (BioTek).

### 4.11 Glucose Uptake Assay

UOK124 cells were washed twice with PBS, harvested using Accutase (Nacalai, 12679‐54), and then washed once more with PBS. The cells (1 × 10^6^ cells/mL) were incubated for 2 h in a 37°C water bath with a medium containing 100 μM 2‐NBDG (Peptide Institute, 23002‐v). After washing once with PBS, the cells were resuspended in PBS containing propidium iodide (5 μg/mL) and analyzed by BD FACSCanto II (BD Biosciences).

### 4.12 α‐Ketoglutarate Quantitation

Cellular α‐Ketoglutarate concentration was measured using the α‐Ketoglutarate Quantitation Kit (Sigma, AK541‐1KT) according to the manufacturer's protocol.

Briefly, 2 × 10^6^ cells were washed with PBS and harvested in a 100‐μL ice‐cold α‐KG buffer. The lysates were then centrifuged at 13,000*g* for 10 min, and the supernatant was mixed with α‐KG converting enzyme, α‐KG development enzyme mix, and fluorescent peroxidase substrate in α‐KG assay buffer, then incubated for 30 min at 37°C. The fluorescence intensity (*λ*_ex_ = 535/*λ*_em_ = 587 nm) was quantified using a Synergy H1 plate reader and normalized to the α‐KG standard reaction.

### 4.13 Extracellular Flux Analysis

OCR and ECAR were measured using a Seahorse XF HS Mini Analyzer (Seahorse Bioscience) with the Agilent Seahorse XF Cell Mito Stress Test Kit (Agilent Technologies), according to the manufacturer's protocol. Briefly, cells were seeded at a density of 1 × 10^4^ cells/well in triplicate in growth medium and incubated for 24 h. The cells were then washed and incubated with non‐buffered DMEM (XF DMEM medium, pH 7.4; Agilent Technologies, 103575‐100) supplemented with 10 mM glucose (Agilent Technologies, 103577‐100), 1 mM pyruvate (Agilent Technologies, 103578‐100), and 2 mM l‐glutamine (Agilent Technologies, 103579‐100) for 1 h at 37°C, in a CO_2_‐free incubator. The XF well plate was then loaded into the cartridge and analyzed using the Seahorse XF HS Mini Analyzer, with sequential addition of oligomycin (10 μM), FCCP (10 μM), and rotenone and antimycin A (5 μM for each).

### 4.14 Gas Chromatography‐Mass Spectrometry Analysis

Frozen mouse kidney tissue samples were plunged into Milli‐Q water/methanol/chloroform (at a ratio of 1:2.5:1) containing internal standards (isopropylmalic acid). The samples were homogenized at 2300 r.p.m. for 30 s with a bead beater‐type homogenizer (Beads Crusher μT‐12, Titec). The homogenized sample was shaken at 1200°r.p.m. and 37°C for 30 min and centrifuged at 16,000*g* and 4°C for 3 min. Subsequently, 225 μL of the upper aqueous layer was transferred to a new tube. The remaining sample was mixed with 200 μL Milli‐Q water and centrifuged again at 16,000 g and 4°C for 3 min. The upper water layer was mixed with the aqueous layer. The solution was evaporated using a centrifugal evaporator (DNA120OP230, Thermo Fisher Scientific) and lyophilized (FD‐1‐84A, FST). Samples were analyzed on a Shimadzu TQ8050GC‐MS/MS. The chromatograms and mass spectra were analyzed utilizing the GC‐MS solution software v4.5 (Shimadzu). Compounds were determined with the Smart Metabolite Database v2 (Shimadzu).

### 4.15 Cell Proliferation Assay

UOK124 cells expressing shCont. or shTFE3 were cultured in 24‐well plates for the indicated durations. Resazurin solution (DPBS, pH 7.5; resazurin sodium salt, Wako 191‐07581) was added to the media to a final concentration of 0.03 mg/mL, followed by incubation for an additional 2–4 h at 37°C in 5% CO₂. The cultured media were then collected, and fluorescence was quantified with excitation at 560 nm and emission at 590 nm.

### 4.16 FACS Lipid Analysis

UOK124 cells cultured for 24 h were washed once with PBS and then incubated with phenol red‐free DMEM containing 0.1 μM LipiDye II (FDV‐0027, Funakoshi Co. Ltd.) for 30 min. Oleic acid (200 μM) was added 24 h prior to the incubation with LipiDye II as a lipid‐saturated positive control. The cells were then detached with Accutase, washed with PBS once, and analyzed in PBS by BD FACSCanto II.

### 4.17 Anchorage‐Independent Tumor Cell Growth Assay

The anchorage‐independent tumor cell growth assay was conducted as previously described (Kodama et al. 2020). Briefly, a single‐cell suspension of UOK124 cells expressing shCont., shSREBP1, or shHIF1α (1 × 10^4^ cells) was prepared in DMEM supplemented with 10% FCS and 0.33% agar. This suspension was then layered onto a base of the same media containing 0.5% agar in a six‐well plate. After 21 days of culture, colonies were stained with 2‐(4‐iodophenyl)‐3‐(4‐nitrophenyl)‐5‐phenyl‐2H‐tetrazolium chloride (INT, Dojindo). The percentage of colony formation was quantified using ImageJ software.

### 4.18 Statistical Analysis

All statistical analyses were performed using GraphPad Prism 10 (GraphPad software). Detailed information about the statistical methods for each experiment can be found in the figure legends and the Section 4.

## Author Contributions

**Hidekazu Nishizawa:** investigation, validation, writing – original draft, visualization. **Shintaro Funasaki:** conceptualization, formal analysis, funding acquisition, visualization, investigation, writing – original draft. **Wenjuan Ma:** conceptualization, data curation, formal analysis, funding acquisition, investigation, visualization, writing – original draft. **Yoshiaki Kubota:** resources. **Kazuhide Watanabe:** data curation, formal analysis. **Yuichiro Arima:** investigation, project administration. **Shoichiro Kuroda:** validation. **Takaaki Ito:** investigation. **Mitsuko Furuya:** investigation. **Takanobu Motoshima:** investigation, funding acquisition. **Akira Nishiyama:** investigation. **Sally Mehanna:** validation. **Yorifumi Satou:** formal analysis. **Hisashi Hasumi:** conceptualization. **Ryosuke Jikuya:** conceptualization, resources. **Kazuhide Makiyama:** project administration. **Tomohiko Tamura:** project administration. **Yuichi Oike:** project administration, resources. **Yasuhito Tanaka:** funding acquisition, project administration. **Toshio Suda:** funding acquisition, project administration. **Laura S. Schmidt:** resources. **W. Marston Linehan:** resources. **Masaya Baba:** conceptualization, formal analysis, funding acquisition, project administration, supervision, visualization, writing – review and editing, writing – original draft. **Tomomi Kamba:** funding acquisition, project administration.

## Ethics Statement

The Institutional Animal Care and Use Committee of Kumamoto University approved the experiments in accordance with international and national guidelines (Approval Number: A 2022‐114; Approval Date: December 12, 2022).

## Conflicts of Interest

The authors declare no conflicts of interest.

## Final Approval

All authors have reviewed the manuscript, approved its content, and agreed to its submission to the journal.

## Declaration of Generative AI in the Writing Process

Perplexity and ChatGPT 4o were utilized to enhance the manuscript's English language quality, focusing on sentence structure, word choice, and fluency. The AI was used exclusively for language refinement across all sections of the manuscript, including the abstract, introduction, results, discussion, and methods, with no involvement in the scientific content or analysis. All scientific aspects remain the original work of the authors, who thoroughly reviewed and edited the final manuscript to ensure its accuracy and authenticity.

## Supporting information

Figure S1.

Figure S2.

Figure S3.

Figure S4.

Figure S5.

Figure S6.

Figure S7.

Figure S8.

Figure S9.

## Data Availability

The original data presented in this study are publicly available in Gene Expression Omnibus with the Accession Numbers GSE278984, GSE281146, GSE283743, and GSE281281.

# Supplementary material for: HIF1α Plays a Crucial Role in the Development of TFE3–Rearranged Renal Cell Carcinoma by Orchestrating a Metabolic Shift Toward Fatty Acid Synthesis
**Source:** Genes Cells. 2025 Jan 14;30(1):e13195. doi: 10.1111/gtc.13195
**Supplement:** Supplementary file 1 — Figure S1.

# Hallmark GSEA analysis of PRCC-TFE3 inducible cells, related to Figure 1

**A**

| NAME                             | SIZE | NES   | FDR q-val | NOM p-val |
|----------------------------------|------|-------|-----------|-----------|
| HALLMARK_HYPOXIA                 | 189  | 1.879 | 0.007     | 0.000     |
| HALLMARK_MTORC1_SIGNALING        | 194  | 1.519 | 0.087     | 0.000     |
| HALLMARK_PROTEIN_SECRETION       | 95   | 1.461 | 0.093     | 0.018     |
| HALLMARK_GLYCOLYSIS              | 195  | 1.448 | 0.079     | 0.002     |
| HALLMARK_PI3K_AKT_MTOR_SIGNALING | 103  | 1.340 | 0.160     | 0.053     |
| HALLMARK_HEME_METABOLISM         | 191  | 1.288 | 0.201     | 0.043     |
| HALLMARK_UV_RESPONSE_UP          | 151  | 1.278 | 0.185     | 0.054     |
| HALLMARK_P53_PATHWAY             | 190  | 1.218 | 0.255     | 0.089     |

**B**

| NAME                               | SIZE | NES   | FDR q-val | NOM p-val |
|------------------------------------|------|-------|-----------|-----------|
| HALLMARK_HYPOXIA                   | 57   | 1.686 | 0.105     | 0.002     |
| HALLMARK_TNFA_SIGNALING_VIA_NFKB   | 55   | 1.612 | 0.106     | 0.007     |
| HALLMARK_INTERFERON_ALPHA_RESPONSE | 33   | 1.580 | 0.088     | 0.021     |
| HALLMARK_UV_RESPONSE_UP            | 33   | 1.409 | 0.219     | 0.073     |

(A) Hallmark GSEA analysis of PRCC-TFE3 inducible HK2 cells treated with or without Dox for 24 hours.

Only pathways with a NES greater than 1.2 and a q-value less than 0.2 are included.

(B) Hallmark GSEA analysis of PRCC-TFE3 inducible HEK293 cells treated with or without Dox for 24 hours.

Only pathways with a NES greater than 1.2 and a q-value less than 0.25 are included.

**Fig. S1**

# Supplementary material for: HIF1α Plays a Crucial Role in the Development of TFE3–Rearranged Renal Cell Carcinoma by Orchestrating a Metabolic Shift Toward Fatty Acid Synthesis
**Source:** Genes Cells. 2025 Jan 14;30(1):e13195. doi: 10.1111/gtc.13195
**Supplement:** Supplementary file 2 — Figure S2.

# Heat Map Depicting GSEA (Hypoxia Signature) of Differentially Expressed Genes in PRCC-TFE3–Expressing (Dox+) versus Control (Dox–) HK2 and 293 Cells

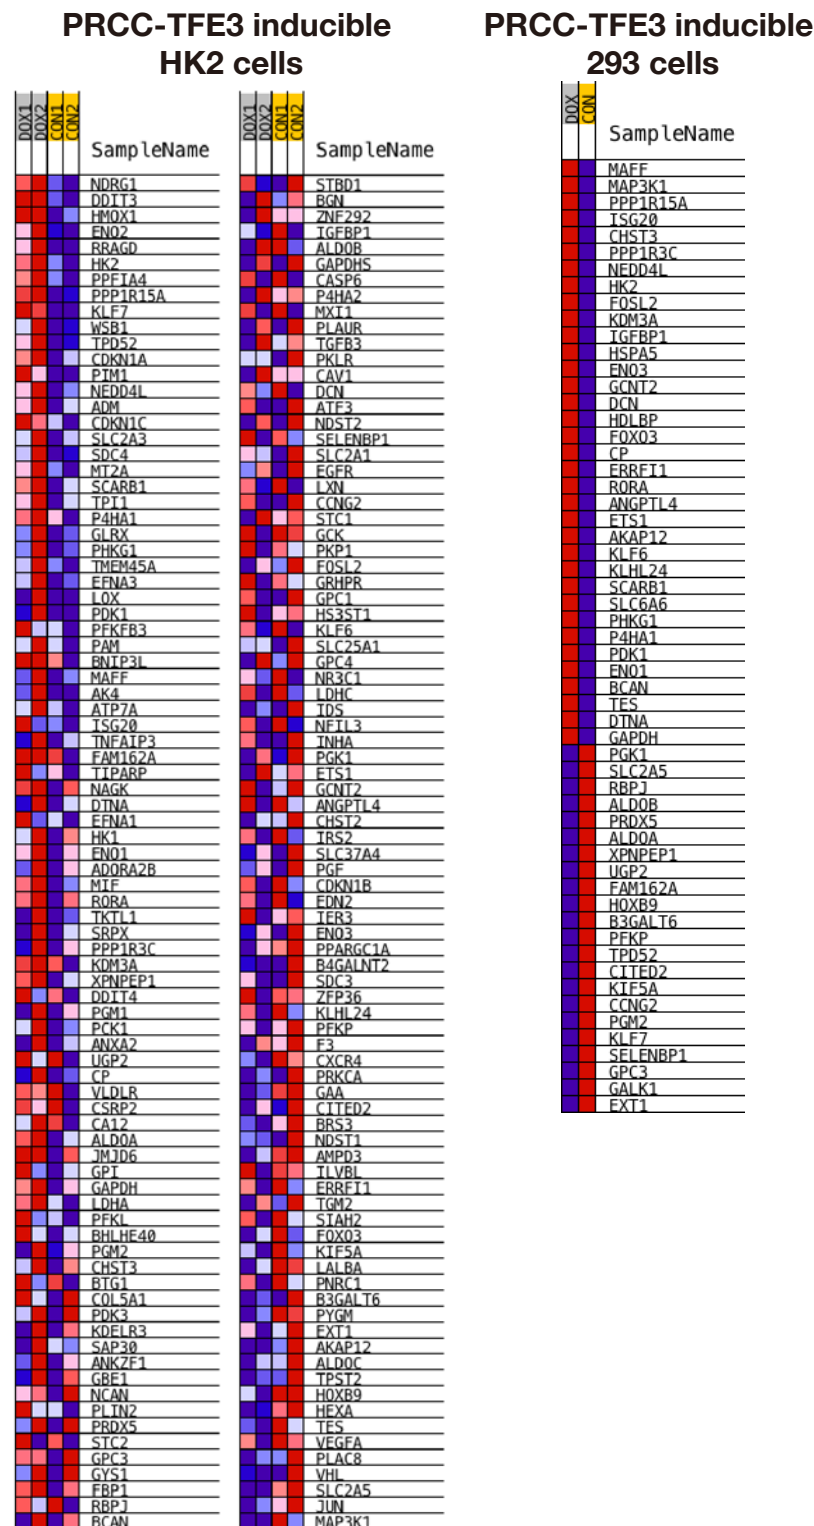

This heat map shows the Gene Set Enrichment Analysis (GSEA) results for hypoxia-related gene signatures, comparing PRCC-TFE3–expressing (Dox+) and control (Dox–) HK2 and 293 cells.

Fig. S2

# Supplementary material for: HIF1α Plays a Crucial Role in the Development of TFE3–Rearranged Renal Cell Carcinoma by Orchestrating a Metabolic Shift Toward Fatty Acid Synthesis
**Source:** Genes Cells. 2025 Jan 14;30(1):e13195. doi: 10.1111/gtc.13195
**Supplement:** Supplementary file 3 — Figure S3.

# Upregulation of HIF1 $\alpha$ -specific and HIF2 $\alpha$ -Specific target genes in HK2 and HEK293 cells following PRCC-TFE3 Induction

**A**

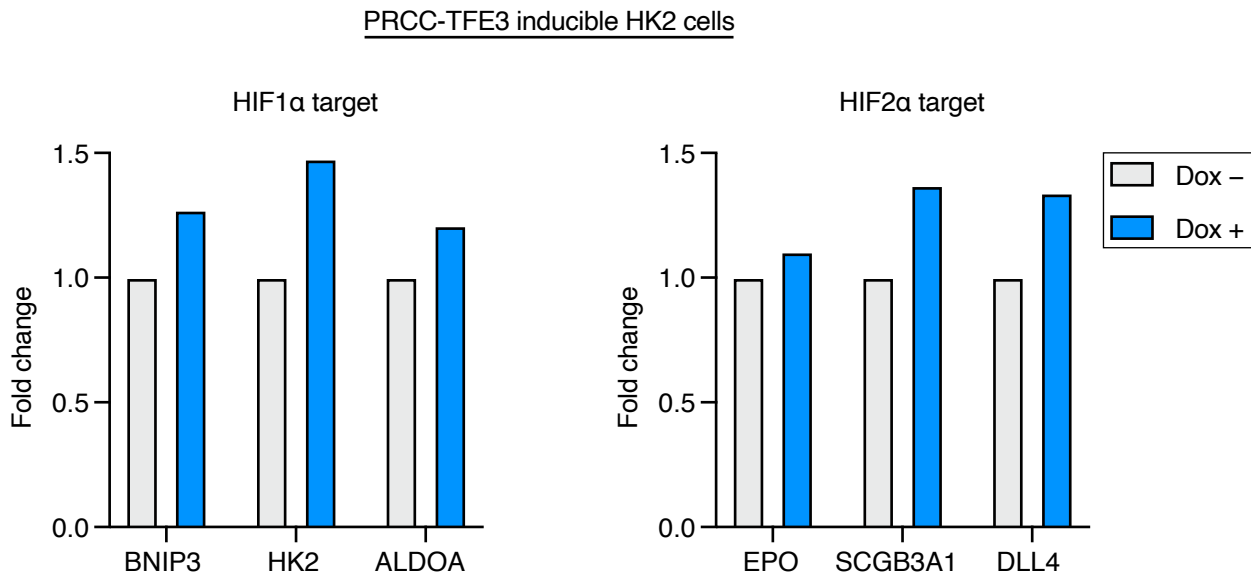

**B**

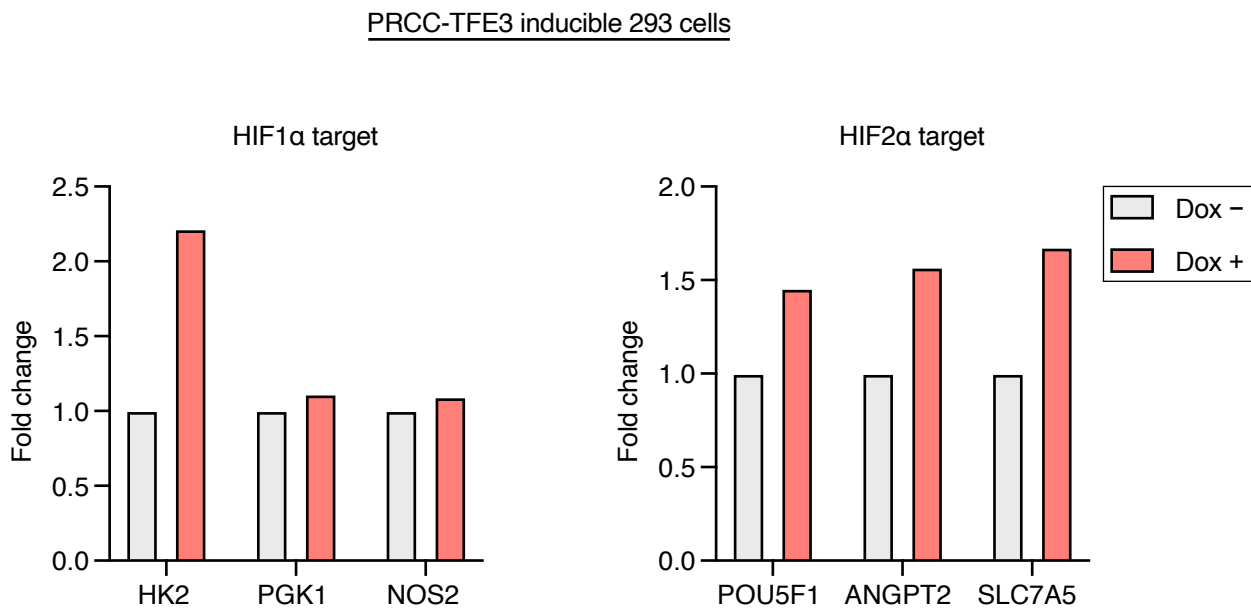

Single-sample RNA-seq (HK2) and microarray (HEK293) analyses reveal upregulation of certain HIF1 $\alpha$ - and HIF2 $\alpha$ -specific target genes following PRCC-TFE3 induction. Cells were treated with or without doxycycline (Dox), with Dox+ samples showing higher expression compared to Dox- controls.

**Fig. S3**

# Supplementary material for: HIF1α Plays a Crucial Role in the Development of TFE3–Rearranged Renal Cell Carcinoma by Orchestrating a Metabolic Shift Toward Fatty Acid Synthesis
**Source:** Genes Cells. 2025 Jan 14;30(1):e13195. doi: 10.1111/gtc.13195
**Supplement:** Supplementary file 4 — Figure S4.

# Heat Map Depicting GSEA (Hypoxia Signature) of Differentially Expressed Genes in PRCC-TFE3–Expressing (Cre+) versus Control (Cre–) mouse kidneys.

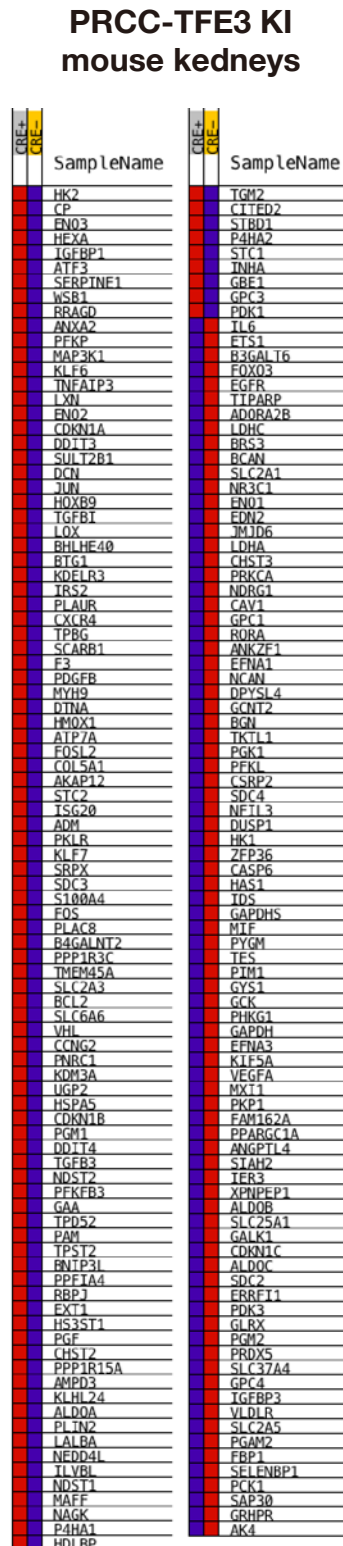

This heat map shows the Gene Set Enrichment Analysis (GSEA) results for hypoxia-related gene signatures, comparing PRCC-TFE3–Expressing (Cre+) and Control (Cre–) mouse kidneys.

**Fig. S4**

# Supplementary material for: HIF1α Plays a Crucial Role in the Development of TFE3–Rearranged Renal Cell Carcinoma by Orchestrating a Metabolic Shift Toward Fatty Acid Synthesis
**Source:** Genes Cells. 2025 Jan 14;30(1):e13195. doi: 10.1111/gtc.13195
**Supplement:** Supplementary file 5 — Figure S5.

# Effects of glutamine and glucose concentrations on PRCC-TFE3 transcriptional activity, related to Figure 3

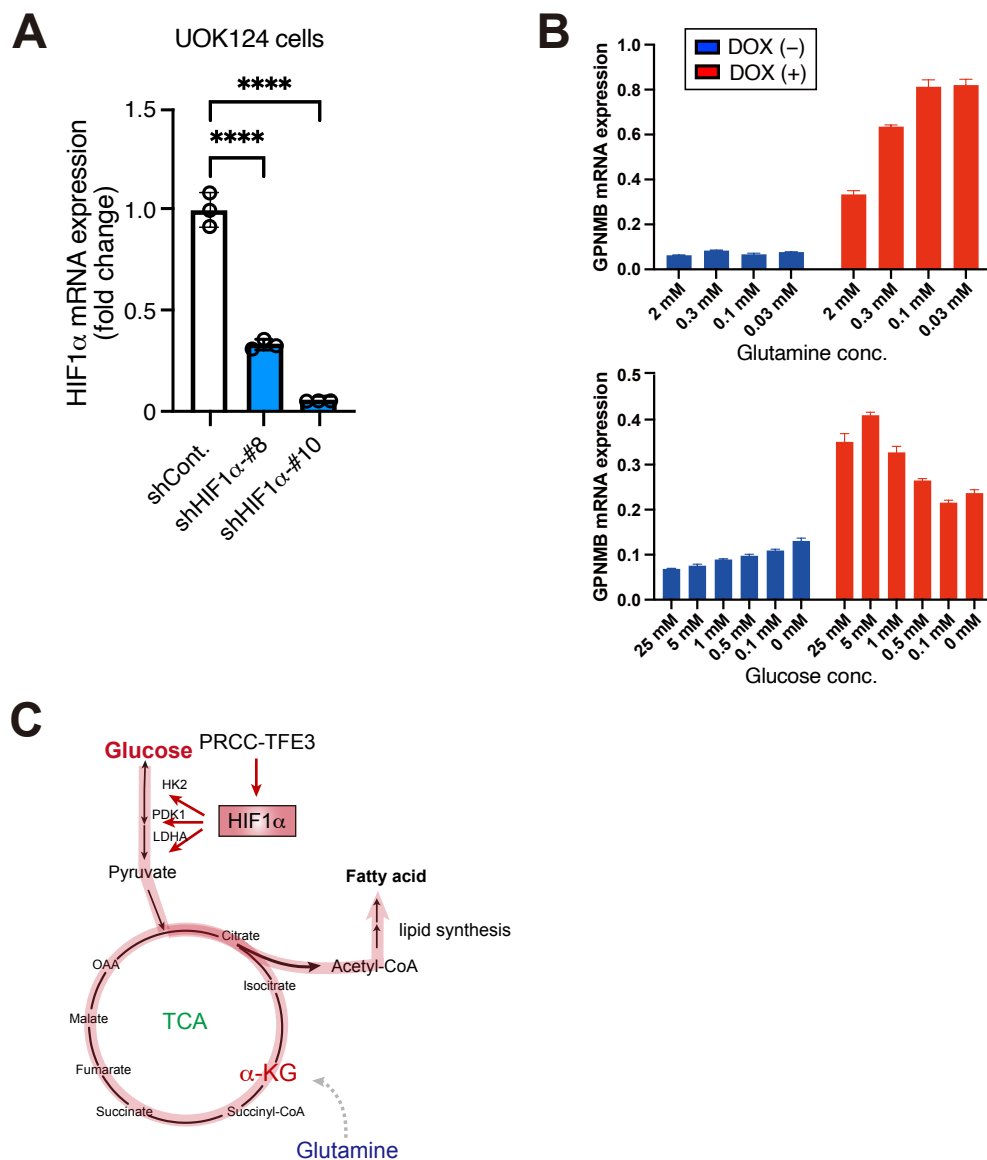

- (A) RT-qPCR analysis of *HIF1 $\alpha$*  in the patient-derived PRCC-TFE3 RCC cell line (UOK124) with PRCC-TFE3 knockdown (n = 3). Data are means  $\pm$  SD. \*\*\*\*p < 0.0001 (Welch's t-test)
- (B) PRCC-TFE3 inducible HK2 cells were treated with or without Dox for 24 hours in media containing varying concentrations of glutamine (upper) or glucose (lower). RT-qPCR analysis was performed to assess PRCC-TFE3 transcriptional activity by measuring GPNMB mRNA expression. (n=3)
- (C) Schematic figure illustrating glucose and glutamine metabolism.

Fig. S5

# Supplementary material for: HIF1α Plays a Crucial Role in the Development of TFE3–Rearranged Renal Cell Carcinoma by Orchestrating a Metabolic Shift Toward Fatty Acid Synthesis
**Source:** Genes Cells. 2025 Jan 14;30(1):e13195. doi: 10.1111/gtc.13195
**Supplement:** Supplementary file 6 — Figure S6.

# Metabolome analysis of kidney tissues

## from the TFE3-RCC mouse model, related to Figure 5

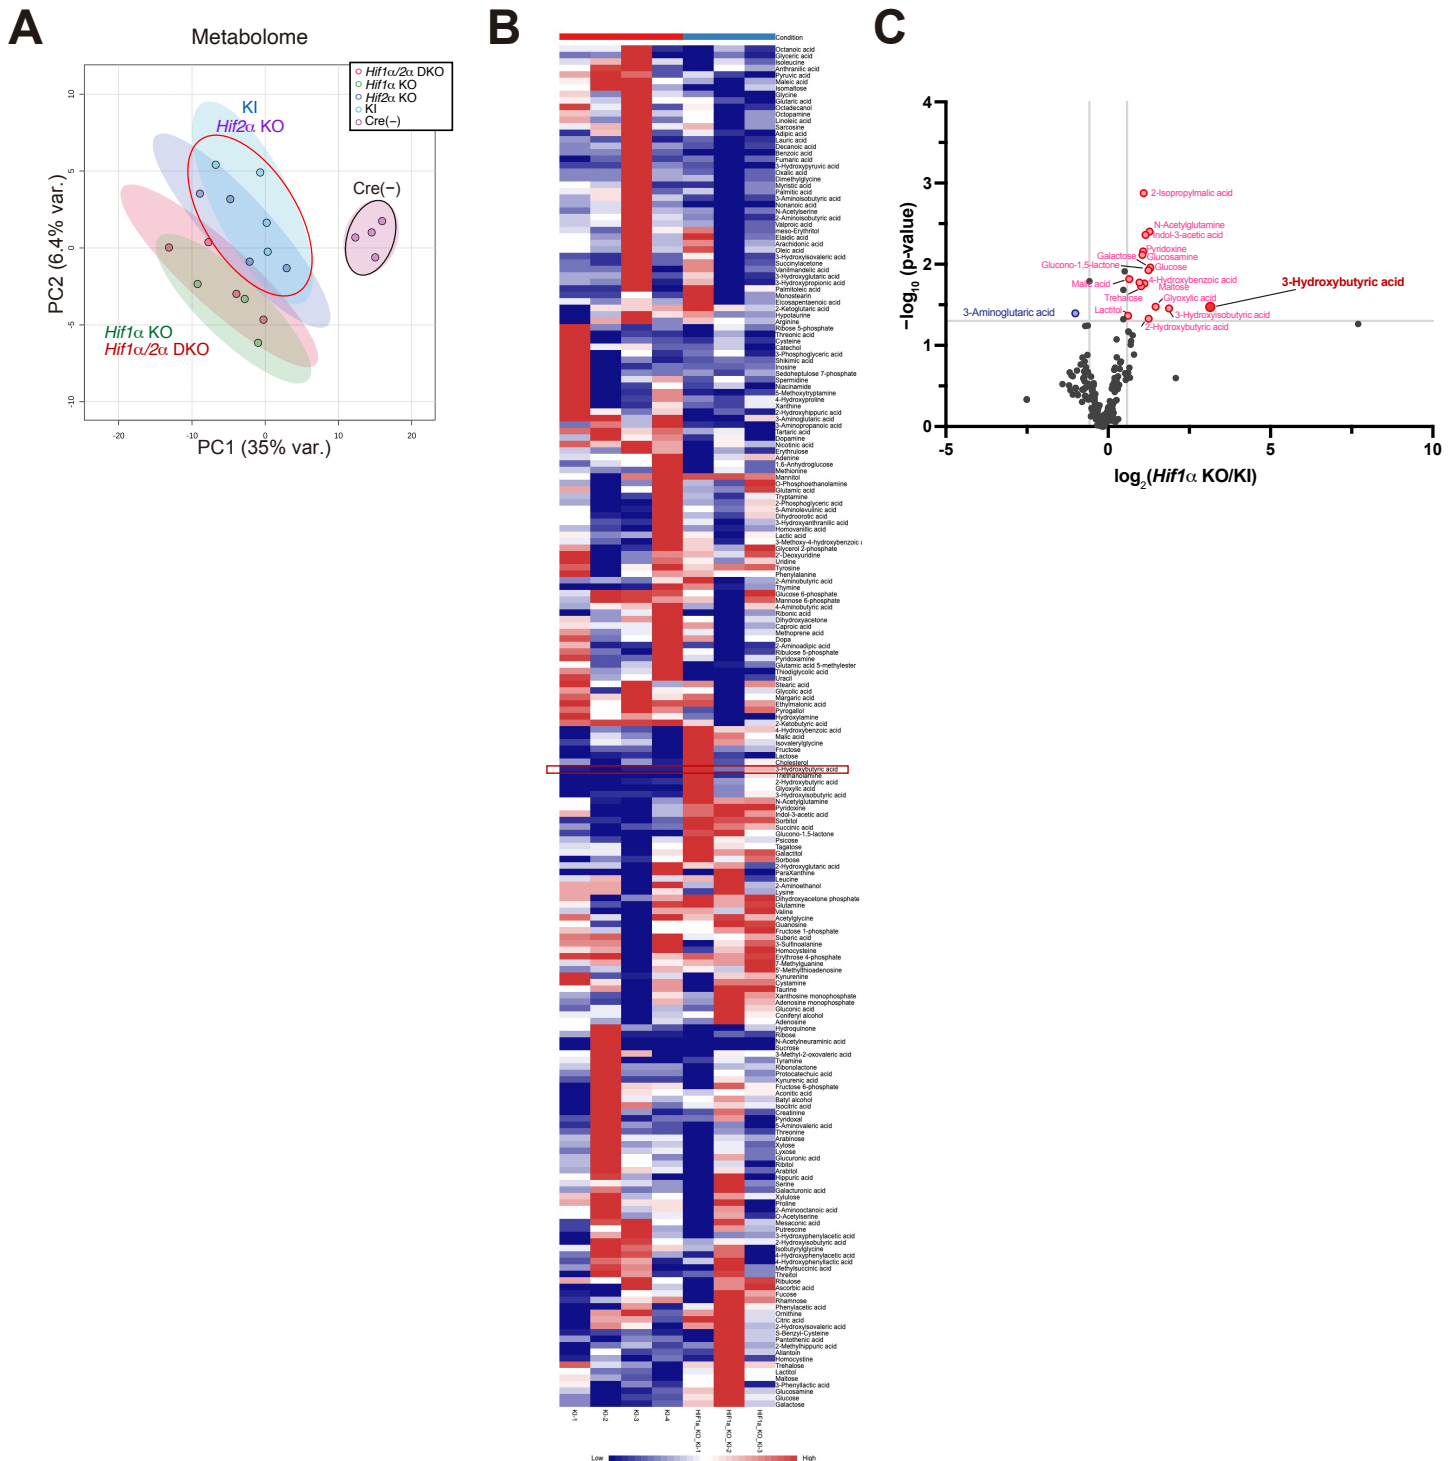

(A) PCA analysis of metabolite expression data

(B) Heatmap showing the expression levels of all metabolites in *PRCC-TFE3* KI and *PRCC-TFE3* KI / *Hif1α* KO samples.

(C) Volcano plots depicting metabolites significantly upregulated or downregulated by *Hif1α* knockout in *PRCC-TFE3* KI mouse kidneys.

The gray border lines indicate  $p < 0.05$  or  $|\log_2 \text{fold change}| < 0.58$  for significant changes.

Fig. S6

# Supplementary material for: HIF1α Plays a Crucial Role in the Development of TFE3–Rearranged Renal Cell Carcinoma by Orchestrating a Metabolic Shift Toward Fatty Acid Synthesis
**Source:** Genes Cells. 2025 Jan 14;30(1):e13195. doi: 10.1111/gtc.13195
**Supplement:** Supplementary file 7 — Figure S7.

# Regulation of lipid synthesis and tumor cell growth, related to Figure 6

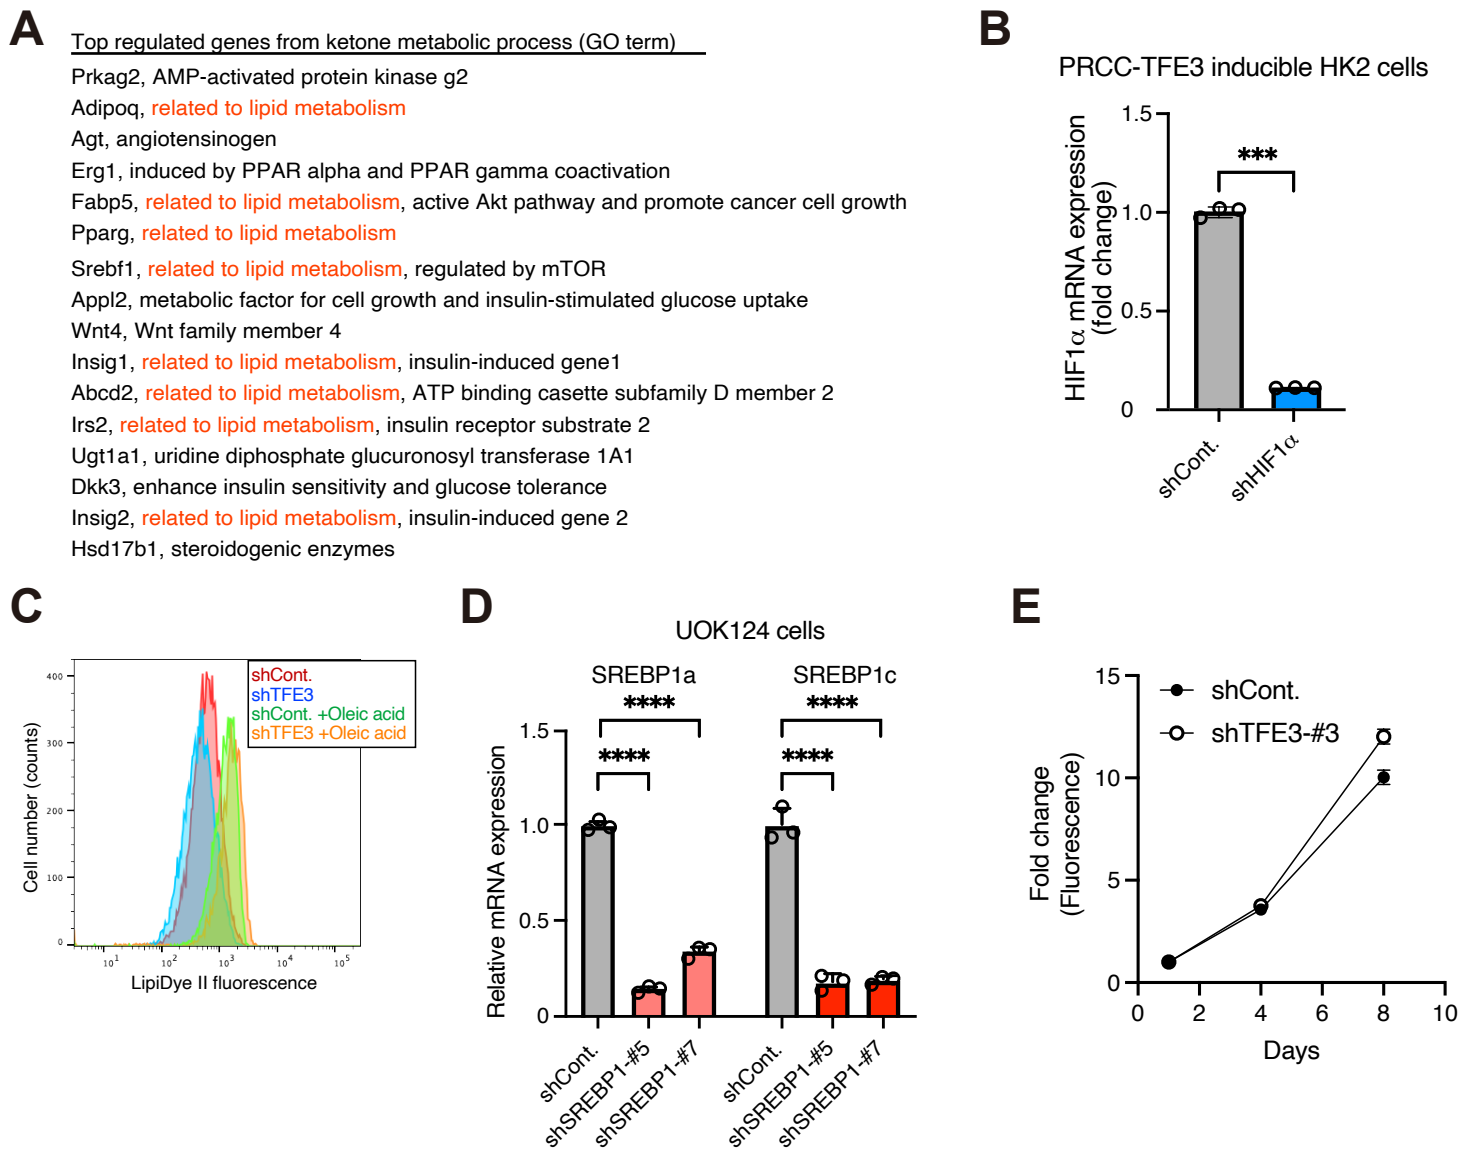

- (A) Names and descriptions of the top-regulated genes involved in the ketone metabolic process in *PRCC-TFE3* KI kidneys, as shown in Figure 6A.
- (B) RT-qPCR analysis of HIF1α in the PRCC-TFE3 inducible HK2 cells with HIF1α knockdown (n = 3). Data are means ± SD. \*\*\*\*p < 0.0001 (Welch's t-test)
- (C) Representative FACS histogram showing LipiDyeII fluorescence, related to Figure 6D.
- (D) RT-qPCR analysis of SREBP1a and SREBP1c in in the patient-derived PRCC-TFE3 RCC cell line (UOK124) with PRCC-TFE3 knockdown (n = 3). Data are means ± SD. \*\*\*\*p < 0.0001 (The one-way ANOVA followed by the Dunnett post-hoc test)
- (E) UOK124 cells expressing shCont or shTFE3 were cultured in 2D for the indicated times. Proliferation was normalized using resazurin fluorescence relative to day 1.

Fig. S7

# Supplementary material for: HIF1α Plays a Crucial Role in the Development of TFE3–Rearranged Renal Cell Carcinoma by Orchestrating a Metabolic Shift Toward Fatty Acid Synthesis
**Source:** Genes Cells. 2025 Jan 14;30(1):e13195. doi: 10.1111/gtc.13195
**Supplement:** Supplementary file 8 — Figure S8.

## Srebp1 expression in PRCC-TFE3 mouse kidneys

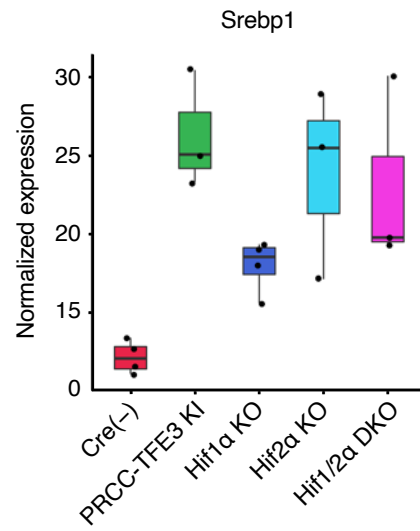

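The Srebp1 levels of Figure S8 correspond to Srebf1 in these libraries, which encodes Srebp1. The CPM values of Srebf1 were 52.7, 49.3, 43.9 and 42.4 in the Cre(−) kidneys, 79.7, 104.5 and 93.5 in the KI kidneys, and 53.4, 64.9, 58.3 and 63.04 in the Hif1α KO kidneys. In the Hif2α KO kidneys they were 55.2, 82.6 and 94.5, and in the DKO kidneys 97.2, 60.7 and 61.9. The annotation lists 12 transcripts of Srebf1. The transcript that spans 60199089 to 60220604 had a mean of 7.89 TPM in Cre(−), 14.3 TPM in KI, 10.8 TPM in Hif1α KO, 13.5 TPM in Hif2α KO and 11.9 TPM in DKO kidneys. A shorter transcript, from 60199089 to 60207188, had a mean of 2.66, 12.3, 6.26, 10.7 and 10.6 TPM in these groups in the same order. Reads that match several transcripts are shared between them in expected counts and TPM, so the split between transcripts is an estimate.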

Normalized Srebp1 expression levels from mouse RNA-seq data presented in Figure 5.

**Fig. S8**

# Supplementary material for: HIF1α Plays a Crucial Role in the Development of TFE3–Rearranged Renal Cell Carcinoma by Orchestrating a Metabolic Shift Toward Fatty Acid Synthesis
**Source:** Genes Cells. 2025 Jan 14;30(1):e13195. doi: 10.1111/gtc.13195
**Supplement:** Supplementary file 9 — Figure S9.

## TFE3 knockdown effect on HIF1 $\alpha$ and HIF2 $\alpha$ expression in UOK124 cells

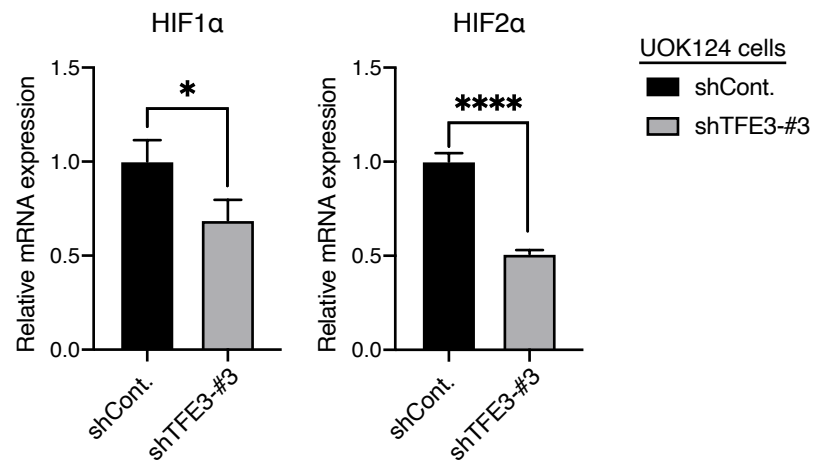

RT-qPCR analysis of HIF1 $\alpha$  and HIF2 $\alpha$  expression in patient-derived PRCC-TFE3 RCC cell lines (UOK124) with shControl and shTFE3 knockdown.

**Fig. S9**

How the deposited data were processed for this re-analysis (not part of the article)

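Kidney RNA of 17 mice in 5 groups was sequenced on a NextSeq 500 from TruSeq stranded mRNA libraries. The methods name Trim Galore with cutadapt for trimming, STAR for alignment to the human genome assembly hg38, and RSEM for transcript abundance, with an annotation from hg38 or GRCm38. The files themselves name no tool and list mouse transcripts, so the mouse build GRCm38 was used here for positions. The authors deposited the expected counts of each transcript in each library, which are estimates that need not be whole numbers and are not normalized between libraries. The authors also deposited the TPM of each transcript, a unit normalized for transcript length and for the total of the library. The paper names DESeq2 for its differential expression.

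The files list 119353 transcripts, of which 116770 (97.8%) were matched to GENCODE M21, the annotation used here to name genes and give positions. The matched transcripts held 99.04% to 99.24% of the expected counts of each library, and the 2583 transcripts without a match were left out. Expected counts and TPM were summed over the transcripts of each of 35971 genes, and the sums of expected counts were rounded to whole numbers. Library totals ranged from 16504419 to 24668827 counts with a median of 18635282. The smallest amount a library can show was taken as 3 counts, which covers counting error only. No library was identical to another.

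The main test was edgeR's quasi-likelihood test (edgeR 4.0.16, R 4.3.3) on the rounded counts with TMM factors, the filterByExpr filter with a minimum count of 10, and one fit of all libraries with a coefficient per group. The filter kept 17011 genes and left out 18960. P-values were adjusted by the Benjamini-Hochberg method over all genes tested in a contrast, with a threshold of 0.05. Each PRCC‐TFE3 KI and knockout group was compared with its reference group, and the knockout groups with each other. Gene values are CPM on TMM-scaled library sizes, given as mean ± SD. Principal components were computed on log2 CPM with a prior count of 2 for the 500 most variable genes, and distances between group means were tested by exact permutation of the labels. Gene lists were tested with camera from limma 3.58.1. Tables and figures were made with Python 3.11.15, pandas 2.3.3 and matplotlib 3.10.9.

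The edgeR fits with their block, 2-group and size factor alternatives, DESeq2 and limma on log2(value + 1) were tested on simulated data, with counts drawn for the 17011 genes from the means and library sizes of the real libraries and 200 genes changed. In that test edgeR called 182 genes, of which 175 were changed genes and 3.8% were false calls. It called 97.2% of the genes changed 4-fold and 75.8% of those changed 2-fold. DESeq2 1.42.0 called 224 genes in the same data with 18.3% false calls.

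The genes named in the text were set by a rule. They are the genes of Figure 6A, other genes that the paper names, and genes of HIF1α, SREBP1, lipid, ketone and glucose metabolism in a list, and, for each contrast of KI kidneys with another group, the 3 genes with the largest log2 fold change in each direction. The latter had to pass the threshold, reach a mean TPM of at least 1 in either group and have no overlap between the groups. Genes of the marker lists are named where their test is reported. A few genes that the rule covers are not reported here.

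The alternatives were DESeq2's test, DESeq2's size factors in edgeR, no filter on low counts, a fit of only the 2 groups compared, the replicate number as a block, limma on log2(TPM + 1) and on log2(TPM + 0.1), an adipocyte marker score as covariate, a minimum absolute log2 fold change of 0.58 or 1, unadjusted p-values, either pair of the Cre(−) mice, and each replicate left out in turn. For the principal components they were all genes past the filter, DESeq2's variance-stabilised values, log2(TPM + 1), the knockout and KI libraries alone, and the sex-linked and adipocyte genes left out. A fit without the mitochondrial genes was added after the data were seen. Replicate numbers come from the sample titles, and libraries with the same number are different mice. The enrichment of ontology terms, the metabolome, the ChIP-seq and the cell line experiments were not analysed here.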

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

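The tests of fat carried over in KI replicate 2 and of strain alleles at Gm6969 and Gm3375 were chosen only after the result was seen.

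In groups of 4 kidneys, 5 of 92 sets of values held a kidney far from the other three, where about 4.6 are given by chance. Pparg was 5 CPM in Cre(−) replicate 1 and 2.27 to 2.65 CPM in the others. In Hif1α KO replicate 1, Tfe3 was 45.6 CPM (54.6 to 55.7 in the others), Fasn was 179 CPM (135 to 141) and Tgfa was 21.5 CPM (25.3 to 26.1). Ccnc was 25.3 CPM in Cre(−) replicate 4 (30.8 to 32 in the others). The number of such values is close to what chance gives, and neither a technical nor a biological explanation was tested for single kidneys.

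The effects of Hif1α KO and Hif2α KO, each against KI kidneys, differed in 73 genes at an adjusted p under 0.05 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 2543 genes differed at an unadjusted p under 0.05. Of the 35 splits of these 7 libraries, 1, the real one, gave as many genes, and so did 1 of the 8 splits that part every pair of libraries with the same number, which are too few to give a share under 0.05. Gm6969 is among these genes, with a log2 difference of -6.85 (adjusted p = 3.37e-07 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). A strain allele near the floxed gene is a candidate explanation for that gene, as described for Gm6969 below, but how many of the others follow from flanking sequence was not tested. Library order runs with the groups and cannot be told apart from them, so a biological difference remains a hypothesis.

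The effects of DKO and Hif1α KO differed in 69 genes, with 2207 at an unadjusted p under 0.05. The real split was again the 1 of 35, and the 1 of 8 among those that part every same-numbered pair, that gave as many genes. Gm6969 was higher in DKO kidneys by a log2 difference of 6.49 (adjusted p = 6.94e-07 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). DKO and Hif2α KO kidneys, which share the Hif2α flox allele, differed in 1 gene and 950 at an unadjusted p under 0.05, and 3 of the 10 splits of these libraries gave as many, as did 2 of the 4 that part every same-numbered pair.

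Gm6969 and Gm3375, genes the paper does not discuss, parted the mice by the flox alleles they carry. Gm6969, on chromosome 12 from 24638669 to 24639010, was at least 259 TPM in the 6 mice with the Hif2α flox allele and at most 5.87 TPM in the other 11. Of 12376 splits into groups of these sizes, 1 gave any gene with as wide a gap. Gm3375, on chromosome 7 from 3181093 to 3181888, was at least 21.4 TPM in the 5 mice without a flox allele and at most 0.326 TPM in the other 12, as in 1 of 6188 splits. Gm6969 shares 244 of its 312 sequence words of 31 bases (78.2%) with Cox7a2l, and Gm3375 shares 536 of 766 (70%) with Psmb5, so reads could be assigned to either copy. If a Cox7a2l allele that travels with the Hif2α flox allele gave its reads to Gm6969, Cox7a2l should be lower in those mice. Its log2 ratio in Hif2α KO and DKO against KI and Hif1α KO kidneys was -0.75, and it lies 3.24 Mb from Epas1. The log2 ratio of Psmb5 in KI against the knockout kidneys was -0.34. Of the 22 genes that part the same libraries as Gm3375, 4 lie between 45 and 60 Mb of chromosome 14, but that stretch was chosen around such genes, so their number there does not test for a strain segment on chromosome 14. Going by the ratios of Cox7a2l and Psmb5, strain alleles, a technical matter for the comparisons, may explain both signals without an effect of the knockouts.

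Cfd, an adipocyte gene the paper does not discuss and which was chosen after its values were seen, was 2475 TPM in KI replicate 2. Fat carried over with the kidney would raise adipocyte genes together in that library, and 9 of 10 adipocyte marker genes were highest in KI replicate 2 among the 17 libraries. Without it the log2 fold change in Hif1α KO against KI kidneys was 0.30 for Adipoq and 0.33 for Abcd2, both reversed, and -0.43 for Pparg, which kept its direction. The fall of Adipoq and Abcd2 may thus come from fat in 1 kidney. The set of HIF1α-regulated genes held 186 genes without KI replicate 2, against 264 and 210 without either of the other KI kidneys. A tumor that makes such genes itself cannot be excluded in 1 kidney.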

How the results depend on the processing

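The fit without the mitochondrial genes was chosen only after the data were seen, and the other alternatives were set before the data were examined. The counts are of genes with an adjusted p under 0.05 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment unless another test is named, and higher and lower counts are given in that order. Apart from the test of KI replicate 2 for adipocyte genes, the cause was not tested for the changes listed here.

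With DESeq2's size factors in edgeR, without a filter on low counts, with either pair of the Cre(−) mice and without the mitochondrial genes, every count of genes computed stayed within 1.5 times its main value. Across the fits that each left out one replicate, 4891 to 5166 genes were higher and 4551 to 4827 lower in KI than in Cre(−) kidneys, and 99% to 100% of the HIF1α-regulated genes were lower in DKO than in KI kidneys. The distance on the principal components stayed between 28.1 and 41 for KI and Hif1α KO kidneys, 20.4 and 33.9 for KI and Hif2α KO, 39.4 and 47.3 for KI and DKO, and 3.1 and 15.1 for Hif1α KO and DKO. The median log2 fold change of the hypoxia list in KI kidneys stayed between 0.15 and 0.27.

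Counts of genes moved more when single kidneys were left out. The set of HIF1α-regulated genes ranged from 114 to 506. In Hif1α KO against KI kidneys 139 to 574 genes were higher and 133 to 595 lower, in Hif2α KO kidneys 7 to 462 and 6 to 395, and in DKO kidneys 369 to 1165 and 353 to 1126. Between Hif1α KO and Hif2α KO kidneys 0 to 126 were higher and 1 to 67 lower. The share of the set lower in Hif1α KO than in Hif2α KO kidneys ranged from 73.5% to 93.1%, and the share lower in DKO than in Hif2α KO from 89.4% to 96.1%. PC1 held 54.1% to 64% and PC2 10.3% to 14.3% of the variance. The adipocyte score of KI over Hif1α KO kidneys ranged from -0.15 to 1.53, and the median of the hypoxia list in Hif1α KO kidneys from -0.09 to 0.04.

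With DESeq2's Wald test the set held 670 genes, with 782 and 882 genes in Hif1α KO, 532 and 483 in Hif2α KO, and 344 and 199 in Hif1α KO against Hif2α KO kidneys. Of the 670 genes, 395 were shared with the 398 of the main test. In a fit of only the 2 groups the set held 117 genes (109 shared), with 112 and 134 in Hif1α KO, 1 and 1 in Hif2α KO, and 526 and 502 in DKO kidneys, and 108 higher in Hif1α KO than in Hif2α KO kidneys. With the adipocyte score as covariate it held 184 genes, with 173 and 226 in Hif1α KO and 9 and 10 in Hif2α KO kidneys. With a minimum absolute log2 fold change of 0.58 it held 203 genes, with 232 lower in Hif1α KO, 71 in Hif2α KO, 554 in DKO, and 10 lower in Hif1α KO than in Hif2α KO kidneys. With a minimum of 1 it held 60, with 2436 and 2234 genes in KI against Cre(−), 162 and 69 in Hif1α KO, 51 and 27 in Hif2α KO, 459 and 230 in DKO, and 25 and 7 in Hif1α KO against Hif2α KO kidneys. In that set 96.7% were lower in DKO and 93.3% lower in Hif1α KO than in Hif2α KO kidneys. At an unadjusted p it held 1279, with 1900 and 1856 in Hif1α KO, 1734 and 1528 in Hif2α KO, 2535 and 2416 in DKO, and 1359 and 1184 in Hif1α KO against Hif2α KO kidneys.

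With limma on log2(TPM + 1), 8843 and 2458 genes changed in KI against Cre(−), 251 were higher in Hif1α KO, 57 lower in Hif2α KO and 520 lower in DKO kidneys, and 17 were higher in Hif1α KO than in Hif2α KO kidneys. With log2(TPM + 0.1) the counts were 9021 and 2466 in KI, 255 and 297 in Hif1α KO, 59 and 24 in Hif2α KO, 463 lower in DKO, and 16 and 11 in Hif1α KO against Hif2α KO kidneys. The median log2 fold change of all genes in KI against Cre(−) kidneys was 0.38 and 0.48 with TPM and 0.03 with counts, with 78.2% and 78.5% of the changed genes higher against 51.9% for counts. In Hif2α KO the share was 70.6% and 71.1% against 53.4%, in DKO 69.9% and 70.9% against 51.3%, and in Hif1α KO against Hif2α KO kidneys 58.6% and 59.3% against 76.7%, where DESeq2 gave 63.4%. For the principal components, PC1 held 77.6% and PC2 8% with DESeq2's variance-stabilised values, and PC2 held 9.8% with all genes and 14.3% with log2(TPM + 1). With fry in place of camera, the hypoxia list, with its median of 0.20 in KI against Cre(−) kidneys, passed the threshold, which it did not with camera.

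With the replicate number as a replicate block, the set held 202 genes, with 237 and 242 in Hif1α KO, 47 and 29 in Hif2α KO, and 15 and 4 in Hif1α KO against Hif2α KO kidneys. Same-numbered libraries are different mice, and the correlation of their deviations from the group means was -0.023 over 31 pairs against 0.008 over 84 pairs with different numbers.

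Single genes changed direction in a few settings. With the adipocyte score as covariate, Adipoq in KI against Cre(−) kidneys was -1.33, Abcd2 -0.13, Fasn -0.47 and Acaca -0.33, Fasn and Acaca in Hif1α KO against KI kidneys were 0.34 and 0.02, and Abcd2, Pparg and Hif1a in Hif2α KO against KI kidneys were 0.15, 0.11 and 0.02. With limma on log2(TPM + 1) and log2(TPM + 0.1), Epas1 in KI against Cre(−) kidneys was 0.14 and 0.15, and Hif1a in Hif2α KO kidneys was 0.01 in each. Across the fits that each left out one replicate, the log2 fold change in Hif1α KO against KI kidneys ranged from -3.84 to 0.30 for Adipoq, -1.90 to 0.33 for Abcd2, -0.07 to 0.18 for Bdh1, -0.32 to 0.05 for Bdh2, -0.22 to 0.00 for Oxct1, -0.30 to 0.29 for Fasn, -0.65 to 0.04 for Acaca and -0.06 to 0.32 for Scd1. In Hif2α KO kidneys it ranged from -1.74 to 0.49 for Abcd2, -0.61 to 0.14 for Insig1, -1.23 to 0.34 for Pparg and -0.22 to 0.08 for Hif1a, and in DKO kidneys from -3.19 to 0.21 for Adipoq, -1.65 to 0.57 for Abcd2 and -1.55 to 0.01 for Pparg. Of 119 results of single genes, 74 passed the threshold. In the fits that left out a replicate, 129 values were weaker, 10 stronger, 20 reversed and 626 the same, and in the other settings 93 were weaker, 20 stronger, 13 reversed and 1013 the same.

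A covariate for the class of Y-linked expression was not run, since the libraries did not fall into classes. Ddx3y was at 0.19 TPM at most and Eif2s3y at 0.17 TPM at most. Uty was at 0.15 to 0.74 TPM and Kdm5d at 1.74 to 3.39 TPM over all 17 libraries. Depth limits the fold changes of genes with 3 counts or fewer in every library of a group, such as Tyrp1 and Nccrp1 in KI against Cre(−) kidneys, which are given as lower bounds.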

Differences from the paper's values

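No value of the paper for a measure computed here differed by the criteria of a 1.5-fold gap and the spread of the replicates. The set of HIF1α-regulated genes held 398 genes against the paper's 417. Of the alternatives set before the data were examined, the paper's number lay within that gap with DESeq2's size factors in edgeR (425 genes), without a filter on low counts (301), with limma on log2(TPM + 1) (351), with either pair of the Cre(−) mice (358 with and 351 without the flox allele), and with Hif1α KO replicate 2 (506), Hif1α KO replicate 4 (299) or any 1 Cre(−) kidney (371 to 386) left out. It lay outside with DESeq2's Wald test (670), a fit of only the 2 groups (117), the replicate block (202), limma on log2(TPM + 0.1) (272), the adipocyte score as covariate (184), a minimum absolute log2 fold change of 0.58 (203) or 1 (60), unadjusted p-values (1279), and with Hif1α KO replicate 1 (130), Hif1α KO replicate 3 (114), KI replicate 1 (264), KI replicate 2 (186) or KI replicate 3 (210) left out. No setting gave exactly the paper's number. Without the mitochondrial genes, a setting chosen after seeing the values, the set held 364 genes. PC1 and PC2 held 61% and 11.9% of the variance, against the paper's about 63% and about 11% in Fig. 5B, read by eye.

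The paper places Srebf1 and 6 other genes of Figure 6A among its HIF1α-regulated genes, and over all genes tested these were not past the threshold in Hif1α KO kidneys here. With DESeq2's Wald test Srebf1, Pparg, Wnt4 and Hsd17b1 passed, and with a fit of only the 2 groups Srebf1 and Wnt4 passed. Wnt4 also passed with either pair of the Cre(−) mice and without Cre(−) replicate 1 or 4. Hsd17b1 also passed with limma on log2(TPM + 1), with either pair of the Cre(−) mice, and without Hif1α KO replicate 4, Cre(−) replicate 2 or Cre(−) replicate 3. Pparg also passed without KI replicate 3. At an unadjusted p under 0.05, and with the adjustment over the list alone, all 16 genes passed. Adipoq, Abcd2 and Fabp5 passed in none of the settings run with the adjustment over all genes.

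The paper describes the Hif2α KO kidneys as similar to KI kidneys on the principal components and the Hif1α KO and DKO kidneys as separate. Here Hif2α KO kidneys were 28.6 from KI kidneys and 5.4 from Hif1α KO kidneys. They were nearer to Hif1α KO than to KI kidneys in each of 5 alternatives and in 17 of the 17 fits that each left out one replicate, of which the one without Hif2α KO replicate 1 came closest with 20.4 and 14.9. In the alternatives the distances from KI and from Hif1α KO kidneys were 55.2 and 11.7 with all genes past the filter, 17.9 and 5.7 with DESeq2's variance-stabilised values, 26.3 and 5.1 with log2(TPM + 1), 31 and 15.9 without the Cre(−) libraries, and 28.5 and 5.6 without sex-linked and adipocyte genes. The plot shows about 4 KI circles in Fig. 5B, read by eye, and 3 KI libraries were analysed here.

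Relative to Cre(−) kidneys, the median of Srebf1 in KI kidneys was 2.01-fold against the paper's about 2.1-fold in Fig. S8, read by eye. Relative to KI kidneys it was 0.649-fold in Hif1α KO, 0.883-fold in Hif2α KO and 0.662-fold in DKO kidneys, against the paper's about 0.74, about 1.0 and about 0.8 in Fig. S8, read by eye. With summed TPM these values were 2.82, 0.779, 0.84 and 0.804.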

Other observations

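The tests of the interaction, of mislabelled kidneys, of library order, of the strain background and of the mitochondrial genes were chosen only after the result was seen.

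For most comparisons the real grouping was the one that gave the most genes past the threshold. It was 1 of 35 splits of the libraries for KI against Cre(−), for Hif1α KO against KI and for the HIF1α-regulated genes, and 1 of 8 among the splits that part every same-numbered pair. For Hif2α KO and for DKO against KI kidneys it was 1 of 10 and 1 of 4. Sets of 10, 8 or 4 splits cannot give a share under 0.05. The share of the HIF1α-regulated genes lower in DKO than in KI kidneys was matched by 1 of 10 splits and that lower in DKO than in Hif2α KO by 1 of 10. The share lower in Hif1α KO than in Hif2α KO kidneys, 85.7%, was matched by 10 of 35. No gene (0) passed the threshold for an interaction of Hif1α and Hif2α loss and 1013 did at an unadjusted p under 0.05. A count of 0 is reached by any grouping, so that the 40 of 40 groupings of the 13 libraries with as many genes, the real one included, tell nothing about an interaction.

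The HIF1α-regulated genes could be lower in Hif1α KO kidneys through the strain background of the floxed mice. If that background acts without PRCC‐TFE3, they should differ between Cre(−) mice with and without the Hif1α flox allele. The median log2 difference was 0.03 between these pairs of mice, with 43.5% of the genes lower. With 2 mice per side and no PRCC‐TFE3 expression, this cannot exclude a background that acts only together with PRCC‐TFE3. A different amount of proximal tubule in the kidneys may also contribute. The proximal tubule marker score was 8.38 in Cre(−), 4.13 in KI and 5.41 in Hif1α KO kidneys, a change of -4.25 in KI (lower in 3 of 3 kidneys, exact permutation test, two-sided p = 0.029, adjusted p = 0.12 over 20 comparisons) and of 1.28 in Hif1α KO kidneys (exact permutation test, two-sided p = 0.057, adjusted p = 0.15). With this score as covariate 4 genes of the set were past the threshold in Hif1α KO kidneys, and the median fall was -0.41. The log2 fold change of Srebf1 was then -0.14 (adjusted p = 0.83 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Loss of tubule and the effect of PRCC‐TFE3 go together in these kidneys, so the changes in the set and in Srebf1 cannot be told apart from a change in the amount of proximal tubule.

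GC content and gene length were weighed as sources of the changes. Across genes, which are not independent, the Spearman correlation of the log2 fold change in Hif1α KO kidneys was -0.09 with GC content and 0.04 with gene length. In KI against Cre(−) kidneys it was 0.14 with GC content and -0.03 with gene length, and the first of these cannot be told apart from a small GC bias. Mitochondrial genes took 19.1% to 23.1% of the counts in Cre(−) kidneys and 8.3% to 12.4% in the others. With these genes left out, 10322 genes passed the threshold in KI against Cre(−) kidneys, where 10362 did with them. The balance moved from 5381 higher and 4981 lower to 5087 higher and 5235 lower.

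Hif1α KO replicate 2 lay near the KI kidneys on PC2, and Hif2α KO replicate 1 lay apart from the other Hif2α KO kidneys. A mislabelled kidney may give such positions. Gm3375, which is high in mice without a flox allele, was 0.33 TPM in Hif1α KO replicate 2, and Gm6969, which is high in mice with the Hif2α flox allele, was 472 TPM in Hif2α KO replicate 1. Gm6969 is high in DKO mice too, near which Hif2α KO replicate 1 lay. If a DKO mouse had been labelled as Hif2α KO, it should carry Gm4742, which was chosen after its values were seen and was at 2.95 to 6.63 TPM in the 9 mice with the Hif1α flox allele and at most 0.259 TPM in the other 8. Gm4742 was at 0 TPM in Hif2α KO replicate 1 and at 4.22 to 4.62 TPM in DKO kidneys, which goes against a DKO mouse. A swap with a mouse of the same alleles cannot be excluded for either kidney. Hif1α KO and Hif2α KO kidneys lay close to each other, and the KI libraries carry the last library numbers. The same direction in 95.5% of the genes changed in Hif1α KO kidneys may come from the 3 KI libraries that both contrasts share, since the genes were chosen for differing from them, from a batch of the KI libraries, or from an effect common to both knockouts, and these cannot be told apart.

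The hypoxia genes of Figure S4, of which 172 were tested here, had a median log2 fold change of 0.20 in KI against Cre(−) kidneys and -0.03 in Hif1α KO against KI kidneys. With log2(TPM + 1) the median in KI against Cre(−) kidneys was 0.62, where that of all genes was 0.38. With limma's camera none of the contrasts passed the threshold. The paper's GSEA of hypoxia genes used kidneys of mice at 8 months, while its Figure 5A gives 12 months for these libraries. The camera result is therefore no direct check of that GSEA. Its p was as small or smaller in 24 of 35 splits, and in 5 of the 8 that part every same-numbered pair, for the first contrast, and in 34 of 35 and 7 of 8 for the second. In Hif2α KO and DKO kidneys the medians were -0.09 and -0.14.

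Several genes of lipid synthesis and glycolysis were measured in the same kidneys. In KI against Cre(−) kidneys the log2 fold change was 0.37 for Fasn, 0.20 for Acly and 0.57 for Acaca (adjusted p = 0.355, 0.184 and 0.119 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Over 11 other settings it ranged from -0.47 to 0.97, 0.13 to 0.60 and -0.33 to 0.91, and each gene passed as higher in some of them. For each gene these settings included limma on TPM. With log2(TPM + 1) and log2(TPM + 0.1) the median of all genes was 0.38 and 0.48, against 0.03 with counts. Part of a rise in TPM is thus shared by all genes. Acly and Acaca each also passed in 1 of the 7 fits that left out a replicate (adjusted p = 0.0297 and 0.0356 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In Hif1α KO against KI kidneys the log2 fold change of Fasn, Acly and Acaca was -0.06, -0.20 and -0.40 (adjusted p = 0.936, 0.392 and 0.478 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Scd1 fell by 2.19 on the log2 scale in KI kidneys (adjusted p = 1.19e-05 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Plin2 was 1.01 higher in KI kidneys (adjusted p = 6.25e-05 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and its log2 fold change was 0.39 in Hif1α KO and -0.49 in DKO kidneys (adjusted p = 0.181 and 0.0774 by the same edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). Hk2 had a log2 fold change of 8.03 in KI kidneys and -1.37 in Hif1α KO kidneys (adjusted p = 7.77e-09 and 0.0457 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In Hif1α KO kidneys Hk2 lost the threshold in 6 of the 7 fits that each left out a KI or Hif1α KO replicate. The adjusted p in these fits ranged from 0.0243 to 0.131 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The log2 fold changes of Pdk1 and Vegfa in KI against Cre(−) kidneys were -0.44 and -0.36 (adjusted p = 0.039 and 0.0241 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and those of Slc2a1 and Ldha were 0.19 and -0.06 (adjusted p = 0.473 and 0.732 by the same edgeR quasi-likelihood test with Benjamini-Hochberg adjustment).

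Among the genes with the largest changes, Tyrp1 was at least 1101.6-fold higher and Nccrp1 at least 163.7-fold lower in KI than in Cre(−) kidneys, and Gpnmb had a log2 fold change of 13.13. Gpnmb was lower in Hif1α KO than in KI kidneys, with a log2 fold change of -1.35 (adjusted p = 0.0318 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It lost the threshold in 5 of the 7 fits that each left out a KI or Hif1α KO replicate. The adjusted p in these fits ranged from 0.0286 to 0.1 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Gm3375 was at least 90.6-fold lower in Hif1α KO, 99.1-fold lower in Hif2α KO and 90.7-fold lower in DKO than in KI kidneys. Ccnb1ip1 was at least 6.6-fold lower and Gm9200 at least 9-fold higher in Hif1α KO kidneys, Gm3005 was at least 20.2-fold lower in Hif2α KO kidneys, and Vsig4 was at least 9.7-fold lower in DKO kidneys. Gm3375, Ccnb1ip1 and Gm9200 part the mice without a flox allele, Cre(−) mice included, from all others, so their changes cannot be told apart from strain alleles. Immunoglobulin kappa variable genes led the higher genes in the knockout kidneys, and the one that led in DKO kidneys also parts the mice by flox allele.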
